# Common bean (*Phaseolus vulgaris* L.) PvTIFY orchestrates global changes in transcript profile response to jasmonate and phosphorus deficiency

**DOI:** 10.1186/1471-2229-13-26

**Published:** 2013-02-13

**Authors:** Rosaura Aparicio-Fabre, Gabriel Guillén, Montserrat Loredo, Jesús Arellano, Oswaldo Valdés-López, Mario Ramírez, Luis P Íñiguez, Dario Panzeri, Bianca Castiglioni, Paola Cremonesi, Francesco Strozzi, Alessandra Stella, Lourdes Girard, Francesca Sparvoli, Georgina Hernández

**Keywords:** Transcription factors, *TIFY* gene family, *Phaseolus vulgaris PvTIFY* genes, JA-signaling, Transcriptome analysis, P-starvation response

## Abstract

**Background:**

*TIFY* is a large plant-specific transcription factor gene family. A subgroup of *TIFY* genes named JAZ (Jasmonate-ZIM domain) has been identified as repressors of jasmonate (JA)-regulated transcription in *Arabidopsis* and other plants. JA signaling is involved in many aspects of plant growth/development and in defense responses to biotic and abiotic stresses. Here, we identified the TIFY genes (designated *PvTIFY*) from the legume common bean (*Phaseolus vulgaris)* and functionally characterized *PvTIFY10C* as a transcriptional regulator.

**Results:**

Nineteen genes from the *PvTIFY* gene family were identified through whole-genome sequence analysis. Most of these were induced upon methyl-JA elicitation. We selected *PvTIFY10C* as a representative JA-responsive *PvTIFY* gene for further functional analysis. Transcriptome analysis via microarray hybridization using the newly designed Bean Custom Array 90 K was performed on transgenic roots of composite plants with modulated (RNAi-silencing or over-expression) *PvTIFY10C* gene expression. Data were interpreted using Gene Ontology and MapMan adapted to common bean. Microarray differential gene expression data were validated by real-time qRT-PCR expression analysis. Comparative global gene expression analysis revealed opposite regulatory changes in processes such as RNA and protein regulation, stress responses and metabolism in *PvTIFY10C* silenced vs. over-expressing roots. These data point to transcript reprogramming (mainly repression) orchestrated by *PvTIFY10C*. In addition, we found that several *PvTIFY* genes, as well as genes from the JA biosynthetic pathway, responded to P-deficiency. Relevant P-responsive genes that participate in carbon metabolic pathways, cell wall synthesis, lipid metabolism, transport, DNA, RNA and protein regulation, and signaling were oppositely-regulated in control vs. *PvTIFY10C*-silenced roots of composite plants under P-stress. These data indicate that *PvTIFY10C* regulates, directly or indirectly, the expression of some P-responsive genes; this process could be mediated by JA-signaling.

**Conclusion:**

Our work contributes to the functional characterization of *PvTIFY* transcriptional regulators in common bean, an agronomically important legume. Members from the large *PvTIFY* gene family are important global transcriptional regulators that could participate as repressors in the JA signaling pathway. In addition, we propose that the JA-signaling pathway involving *PvTIFY* genes might play a role in regulating the plant response/adaptation to P-starvation.

## Background

Transcription factors (TF) are master-control proteins in all living cells that bind to DNA in the vicinity of target genes. TFs interact with other transcriptional regulators, including chromatin remodeling/modifying proteins, to recruit or block access of RNA polymerase to the DNA template, thus activating or repressing transcription. In plants, TFs play pivotal regulatory roles in developmental processes and responses to environmental conditions. An average of 5.7% of plant genes code for TFs, which are distributed among 62 gene families. The legumes *Medicago truncatula*, *Lotus japonicus* and soybean (*Glycine max*) each possess 1473, 1637 and 5557 TF genes, respectively [1].

Legumes are important for sustainable agriculture as they are able to form nitrogen-fixing symbioses with rhizobia and soil-nutrient scavenging symbioses with mycorrhizal fungi. Common beans (*Phaseolus vulgaris* L*.*) are the most important crop legumes for human consumption [2]. The *P. vulgaris* genome was recently sequenced and is now available in Phytozome [3,4], but the whole set of TF genes has not yet been identified. An expression platform based on real-time quantitative RT-PCR (qRT-PCR) was developed for a subset of 372 common bean TF genes and has been used to analyze their expression profiles in plants subjected to abiotic stresses such as phosphorus (P) deficiency [5,6]. Two TFs from the TIFY family were up-regulated in P-deficient common bean roots and nitrogen-fixing root nodules [5,6]. On this basis, and considering the importance of the plant-specific TIFY TF family as transcriptional regulators, in this work we analyzed the TIFY TFs in common bean.

*TIFY*, previously known as *ZIM* (Zinc-finger protein expressed in Inflorescence Meristem) [7], is a large plant-specific gene family functionally annotated as TFs. It includes 18 members in *Arabidopsis*, 20 in rice, 22 in poplar and 34 in *Glycine soja* (wild soybean) [8-10]. TIFY genes are classified into two groups depending on the presence (group I) or absence (group II) of a GATA-Zn finger domain. A sub-family of TIFY group II bearing a highly conserved Jas motif of 22 amino acids, currently named JAZ (Jasmonate ZIM-Domain), has been intensively investigated for their roles in jasmonate hormonal responses (reviewed in [11-15]).

Jasmonate (JA), an oxylipin originating from the oxidation of linolenic acid, is a plant hormone that regulates many aspects of plant growth, development and defense responses to both biotic aggressors (herbivores and necrotrophic pathogens) and abiotic stresses such as drought, UV radiation and ozone [11]. Jasmonoyl isoleucine (JA-Ile), one of the JA derivatives collectively known as jasmonates (JAs), has been identified as the active form of this hormone [16-18]. Three independent groups identified the JAZ family as repressors of JA-regulated transcription in *Arabidopsis*[17-19]. In plant cells containing low JA levels, JAZ proteins bind to and repress TFs such as MYC2 that promote transcription of JA-responsive genes. The molecular mechanism for this repression involves the NINJA/TPS (Novel Interactor for JAZ/TOPLESS) co-repressor complex [20]. JAZ-mediated repression is relieved in response to stimuli that activate JA synthesis and JA-Ile accumulation, which in turn stimulates physical interaction between JAZ and COI (Coronatine Insensitive 1), the F-box component of an SCF-type E3-ubiquitin ligase (SCF^COI1^) [21]. This interaction allows JAZ proteins to be ubiquitinated by SCF^COI1^ and subsequently degraded by the 26S proteasome. COI1 has been identified as the receptor of JA-Ile and coronatine, a bacterial elicitor phytotoxin structurally and biologically related to JA [22,23]. The functions of COI1, JAZ and MYC2 in JA signaling are analogous to those of the core components of the auxin-signaling pathway [22].

Hormone-dependent transcriptional activation has to be tightly regulated to avoid a harmful runaway response; thus, the JA pathway has an auto-regulatory mechanism with a negative feedback loop involving JAZ and MYC2. Upon degradation of JAZ repressors in response to JA, MYC2 activation induces *JAZ* gene expression, thus replenishing the JAZ pool and ensuring the formation of repressor JAZ-MYC2 complexes to limit the response after initial JA perception [18].

JA is involved in the regulation/signaling of different stress responses. *TIFY* genes from *Arabidopsis*, rice and soybean respond to abiotic stresses such as drought, high salinity, low temperature, UV radiation, ozone, bicarbonate stress, potassium deficiency, and P starvation [9-11,24-26].

Low phosphate availability represents one of the most common constraints for plant growth and crop production [27]. Plants have evolved diverse strategies to obtain adequate P under limiting conditions; these include molecular, biochemical, physiological and morphological responses such as modification of root architecture and expansion of root area [28-31]. In *Arabidopsis*, P deficiency induces a determinate root growth program in which meristematic cells have a limited number of divisions, undergo early cellular differentiation and have a gradual reduction of the cell elongation zone, resulting in a short root phenotype characterized by exhaustion of the meristem [32]. *Low phosphorus insensitive (lpi) Arabidopsis* mutants show altered root architecture in response to low P, with indeterminate root growth leading to a long primary root in P-limiting conditions [33]. Transcriptome analysis revealed that genes from the JA biosynthesis and signaling pathways were strongly down-regulated in *lpi4*; these included genes for JA biosynthesis and the *JAZ* (*TIFY*) genes *JAZ1*, *JAZ2* and *JAZ6*[26]. Common bean plants growing under P-deficiency present with higher root to shoot dry weight ratio due to arrested root growth and proliferation of lateral roots and root hairs [5]. TFs from the *TIFY* gene family are induced in roots and nodules of P-deficient plants [5,6]. Taking into account the involvement of JA signaling in the *Arabidopsis* root tip response to P-starvation [26], the crucial role of *JAZ* (*TIFY*) TF genes in the JA signaling pathway [17-19] and the induction of *TIFY* genes in P-stressed bean roots [5], we decided to analyze the possible involvement of *TIFY* and JA-signaling in the modulation of bean root architecture in response to P-starvation.

In this work, we identified genes coding for TFs from the *TIFY* gene family, hereafter termed *PvTIFY*, and examined their response to JA elicitation. We selected *PvTIFY10C* as a representative JA-responsive *PvTIFY* gene to analyze its role as a transcriptional regulator using a reverse genetic approach—RNAi-gene silencing and over-expression—and global transcriptome analysis through microarray hybridization. We used Gene Ontology [34] and MapMan [35] bioinformatic tools adapted to common bean to interpret the microarray gene expression data. *PvTIFY10C*-silenced and over-expressing roots clearly showed global reprogramming of gene expression. In addition, we investigated the possible regulatory role of PvTIFYs in the response to P starvation. Opposite regulation of gene expression in silenced vs. control and over-expressing roots under P-deficiency indicated that *PvTIFY10C* may regulate, directly or indirectly, the expression of some P-responsive genes.

Our work extends the knowledge of the role of *TIFY*s as important global transcriptional regulators involved in JA signaling and the response/adaptation to abiotic stresses such as P starvation in an agronomically important legume.

## Methods

### Identification and sequence analysis of the *Phaseolus vulgaris TIFY* gene family

Gene family analysis was done using the common bean (*Phaseolus vulgaris*) and soybean (*Glycine max*) genome sequence platforms from Phytozome [3,4]. Local BLAST searches of all the proteins encoded by the common bean and soybean genomes was carried out using the HMM profile (build 2.3.2) [36] of the TIFY domain as a query. The HMM profile of the 36 amino acid-long TIFY domain (ID PF06200) was downloaded from the Pfam database [37]. The common bean and soybean *TIFY* genes identified are listed in Additional file 1. The identified genes that were duplicated genes or that showed an E-value higher than threshold (Additional file 1) were not considered for phylogenetic analysis. The identified common bean *PvTIFY* genes were named following the *Arabidopsis TIFY* family numbering system as shown in Figure 1A.

**Figure 1:**
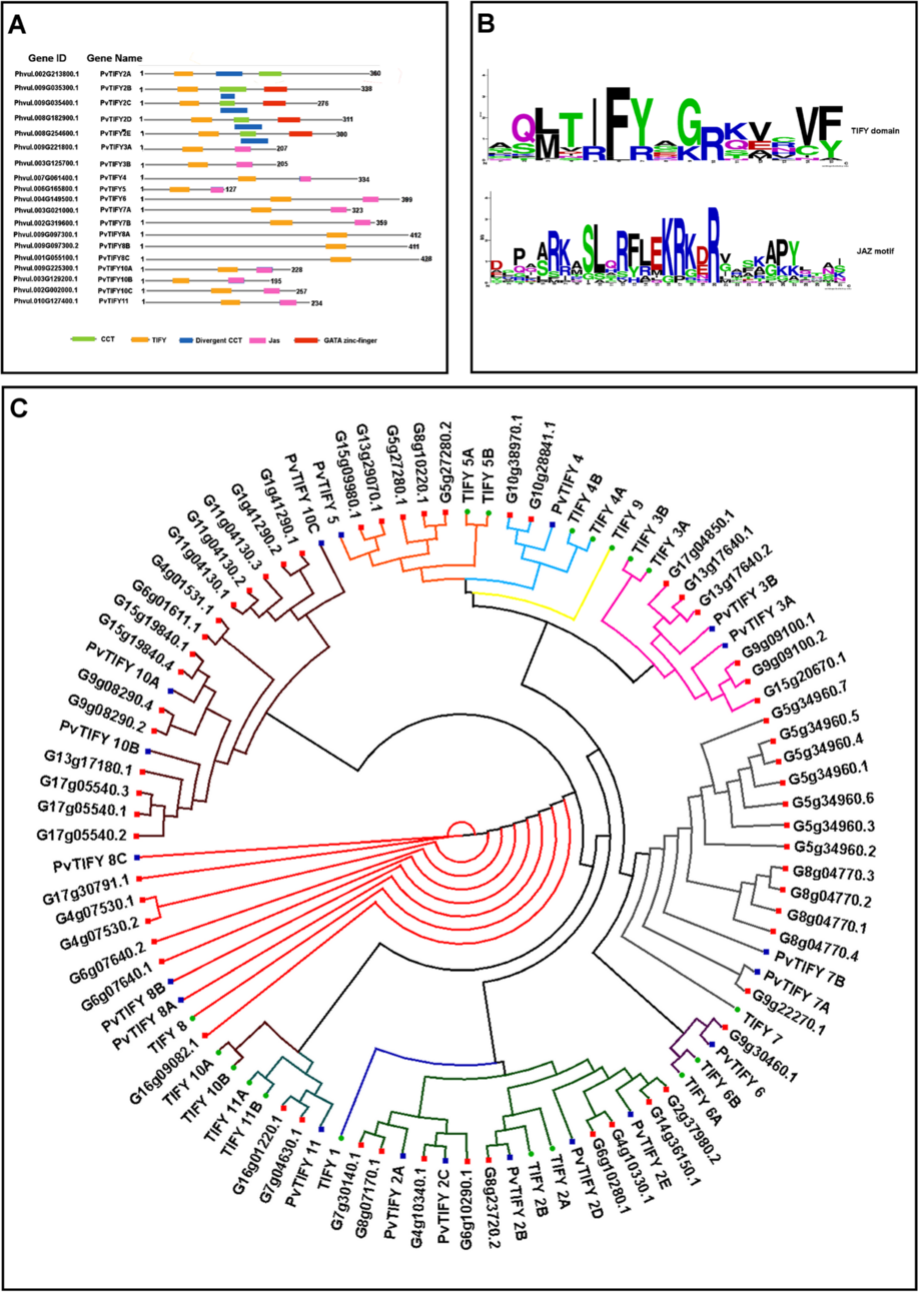
**Sequence and structural comparison of *TIFY *family members.** (**A**) Structural organization of the identified *P. vulgaris* TIFY genes. Conserved motifs: CCT, TIFY, divergent CCT, Jas and GATA zinc-finger, are depicted in colored boxes assigned as indicated at the bottom of the panel. The genes are denoted by their species (Pv) abbreviation followed by the gene name; transcript IDs [4] are also provided. (**B**) WebLogo [38] of the putative TIFY and JAS motifs constructed from appropriate subsets of the sequence alignment of 23 bean TIFY sequences with *Arabidopsis* homologs. For the Jas motif analysis the TIFY2 family, which lacks this motif, was excluded. (**C**) Phylogenetic tree of the TIFY family. Protein sequences were aligned using ClustalX. A neighbor-joining tree was constructed using the PHYLIP package from 18, 58 and 19 amino acid sequences of TIFY family members from *A. thaliana, G. max* and *P. vulgaris,* respectively. The branches are color-coded to indicate their phyletic association to the *Arabidopsis* TIFY classification. A green, red or blue dot at the end of each branch indicates genes from *A. thaliana, G. max* or *P. vulgaris*, respectively.

For *TIFY* sequence analysis, the sequences were input into ClustalX 1.8 [39] for joint multiple alignment. These multiple alignments were sent to the PHYLIP 3.57 package [40]. This package inputs the aligned sequences into the SEQBOOT algorithm (bootstrap sequence data sets) to create 100 data sets by bootstrap resampling. These data sets were entered into PROTDIST to generate 100 protein distance matrices. These matrices were entered into the program NEIGHBOR to produce 100 phenograms of the *TIFY* family sequences using the neighbor-joining method, followed by the creation of a majority-rule, strict consensus, unrooted tree with confidence intervals generated using CONSENSE. The resulting phylogenetic tree was displayed and edited in the SplitsTree 4 software [41].

### Plant material and growth conditions

The common bean (*Phaseolus vulgaris*) Mesoamerican cv. "Negro Jamapa 81" was used in this study. Surface-sterilized germinated seedlings were grown in a hydroponic system under controlled environmental conditions as previously described [42]. The hydroponic trays contained Franco/Munns full-nutrient solution [43] for control (C) conditions. To induce P deficiency (−P) the nutrient solution was deprived of K_2_HPO_4_. Root samples from C and − P plants were harvested at 7, 14, 21 and 25 d after planting. For methyl jasmonate (Me-JA) elicitation, plants were grown for 10 d in C media (time 0) and then 25 μM Me-JA was added to the nutrient solution for 10 min. Subsequently, the roots were washed in sterile water for 5 min and immediately transferred to a tray containing fresh C media for 12 h. For sampling, a third of each root was cut at time 0 (control), after incubation with Me-JA (10 min) and after washing off Me-JA (12 h). All root samples were immediately frozen in liquid N_2_ and preserved at −80°C until used for RNA isolation.

Common bean composite plants with transgenic roots [44] were generated as described below and grown in similar conditions to those described for un-transformed bean plants. Samples of transgenic root tissues were collected in liquid nitrogen and preserved (−80°C) until tested.

### RNA isolation

Total RNA was isolated from 1 g of frozen roots from WT plants and transgenic composite plants grown in control or stress conditions in independent experiments, as previously reported [45]. These samples were preserved at −80°C until tested. Isolated RNA preparations were used for real-time quantitative RT-PCR (qRT-PCR) and for common bean microarray hybridization as described below.

### Real-time quantitative RT-PCR (qRT-PCR)

Quantification of transcript levels was done by one-step assay using the iScript One-Step RT-PCR Kit with SYBR Green (Bio-Rad, Hercules, CA, USA). Each reaction (15 μl) contained 7.5 μl of Master Mix 2×, 100 nM forward primer, 100 nM reverse primer, 100 ng RNA template, and 0.5 μl iScript reverse transcriptase. DNase/RNase-free water was used to adjust the volume to 15 μl. Assays were run in a 96-well plate using the iQ5 Real-Time PCR Detection System and iQ5 Optical System Software (Bio-Rad). The thermal cycler settings were as follows: 10 min at 50°C (cDNA synthesis), 5 min at 95°C (iScript reverse transcriptase inactivation), followed by 40 cycles for PCR cycling and detection of 30 s at 55°C. Each assay had a melt curve analysis consisting of 80 cycles of 1 min at 95°C, 1 min at 55°C, and 10 s at 55°C, increasing each by 0.5°C per cycle. For each reaction, a product between 75 and 150 bp could be visualized on an agarose gel. Each assay included at least two no-template controls, in which RNA was substituted with DNase/RNase-free water. No amplification was detected for the no-template controls. Quantification was based on a cycle threshold (C_T_) value, with the expression level of each gene normalized to the C_T_ value of the house-keeping elongation factor 1 (*PvEF1)* gene. The sequences of oligonucleotide primers used in qRT-PCR are shown in Additional file 2. Statistical analysis was done using Bartlett’s test to determine whether groups exhibited similar variance. The average normalized values of gene expression were compared with one-way ANOVA followed by Tukey’s multiple comparison test when significant difference (*p* < 0.05) of means occurred.

We determined whether the qRT-PCR assay for *PvTIFY10C* and *PvEF1* was optimized. Assays were run using duplicates of four-fold serial dilutions of RNA from bean roots to generate a standard curve by plotting the log of the starting quantity of RNA against the C_T_ value obtained during amplification of each dilution. The amount of RNA per well ranged from 50 to 800 ng; a negative control with distilled water was also included. The equation of the linear regression line and the coefficient of determination (R^2^) were calculated to evaluate the quality of the assay. To determine the specificity of the primers used for *PvTIFY10C* and *PvEF1*, after completion of the amplification reaction, a melt curve was generated by increasing the temperature in small increments and monitoring the fluorescent signal at each step following the protocol: 1 min at 95°C, 1 min at 55°C, 10 sec at 55°C (80 cycles, increasing by 0.5°C each cycle). The data shown in Additional file 3 indicated that the qRT-PCR assay was optimal and that the primers used were specific.

### Cloning of full-length cDNA and promoter region from *PvTIFY10C*

The *PvTIFY10C* full-length cDNA sequence was cloned based on partial EST sequences assigned to TC34164 [46], as previously reported [45]. Two primers were designed for *PvTIFY10C* PCR gene amplification by 5′-rapid amplification of cDNA ends (RACE) (GSP5: TGG CCG GAA AAT TCA GAG TAC TCC GAC G) and 3′ RACE (GSP3: TGA CAA TCT TTT ATG GTG GAC AAG TTG TTG TG). 5′ and 3′ RACE was performed using the SMART-RACE-cDNA Amplification kit (Clontech Laboratories, Inc., Mountain View, CA, USA).

The sequence of *PvTIFY10C* full-length cDNA was submitted to GenBank (accession no. JX645706).

A 3,561 bp fragment from the 5′-end (promoter) region of *PvTIFY10C (*Phvul.002G002000.1) was cloned using the Universal Genome Walker kit (BD Biosciences, San Jose, CA, USA), following the manufacturer’s protocol. Genomic DNA (100 ng/μl) from bean roots was digested with the blunt-end restriction enzymes DraI, EcoRV, PvuII, and StuI and subsequently ligated to the provided adaptor linkers. Nested PCR with a 94°C initial denaturation was then performed using gene-specific primers homologous to the *PvTIFY10C* coding region (5′-GAGTACTCCGAC GAGCTGGACATGATG and 5′-ACTGCAAGTTTGA GAGAAGCTGGACTTC) and adaptor primers (5′-GTAATACGACTCACTATAGGGC and 5′-ACTATAGGG CACGCGTGGT) from the Advantage 2 PCR kit (BD Biosciences). The cycle parameters were as follows: seven cycles of 94°C for 25 s and 72°C for 3 min, followed by 32 cycles of 94°C for 25 s and 67°C for 3 min, with a final extension at 67°C for 7 min. The DNA products were then purified, subcloned into the pCR2.1-TOPO (Invitrogen, Carlsbad, CA, USA) vector and sequenced.

### Sub-cellular protein localization

For protein localization assays, the pMCD83 vector [47] was used for N-terminal translational fusion to *PvTIFY10C*. To generate this construct, a 774 bp fragment from the *PvTIFY10C* coding sequence was amplified using gene-specific forward (5′-CACCATGTCCAGCTCGTCG GAGTACTCTG) and reverse (5′-CCAGAACTTAGA GAAGGGTTCCG) primers. The amplified fragment was cloned into the pENTR/SD/D-TOPO vector (Invitrogen) and sequenced. The resulting pENTR-PvTIFY10C plasmid was recombined into the pMCD83 binary vector.

The plasmids pMDC83 and pPvTIFY:GFP were introduced into *Agrobacterium tumefaciens* LB4404 by electroporation and these strains were used to transform onion (*Allium cepa*) epidermal cells. *A. tumefaciens* strains were cultured overnight in 2 ml LB broth plus 50 mg/ml kanamycin, pelleted and re-suspended (OD_600_ = 1) in 0.5× MS media supplemented with 10 mM MgCl_2_ and 100 μM acetosyringone. A fragment of onion epidermal layer was pierced with a needle and infiltrated by introducing it into a tube containing the *A. tumefaciens* cell suspension. These were cultured for 12 h at 25°C before examining the fluorescence with a Zeiss Axiovert 200 M inverted microscope.

### Plasmid construction

To obtain a *PvTIFY10C* over-expression construct, we first constructed the pTDTO vector. This was derived from the pTDT-DC-RNAi vector previously reported [45]. The pTDT-RNAi Gateway cassette was removed by digesting pTDT-DC-RNAi with XbaI and the resulting linear vector was dephosphorylated. A fragment containing a multi-cloning site (MCS) and the *loxP*Gm3 interposon was amplified from a modified pJMS2 plasmid [48] using  specific forward (5′-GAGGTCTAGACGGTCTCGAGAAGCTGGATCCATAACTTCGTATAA) and reverse (5′-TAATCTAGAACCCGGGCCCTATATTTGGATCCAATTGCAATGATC) primers. Restriction sites for XbaI, XhoI and BamHI in the forward primer and for XbaI, SmaI and BamHI in the reverse primer are underlined. The PCR product was cut with XbaI and cloned into the XbaI sites of the linearized pTDT-DC-RNAi. The gentamycin (Gm) cassette, from Gm-resistant selected clones, was removed by BamHI digestion and the resulting vector (pTDTO) was sequenced. The pTDTO vector has a MCS, with XhoI, SmaI and BamHI unique sites, between the 35S CaMV promoter and the NOS terminator, as well as the reporter tdTomato gene from the pRSET-BtdTomato vector [49].

To generate the over-expression construct, a fragment (1018 bp) unique to *PvTIFY10C* containing the whole cDNA sequence (775 bp) was obtained by PCR. For amplification, cDNA from common bean roots was used together with the specific forward (5′-TCTCGAGT CACCGAATACTTGTGTTC-3′) and reverse (5′-ATG GATCCAAATAAAGGGGTAACAAGAAAC-3′) primers. Restriction sites for XhoI and BamHI in the forward and reverse primers, respectively, are underlined. This PCR product was cloned by T-A annealing into pCR 2.1-TOPO (Invitrogen) and analyzed by sequencing. The 1018 bp XhoI-BamHI fragment from pCR 2.1-TOPO was cloned into the XhoI-BamHI sites in pTDTO. The resulting pPvTIFY-OE plasmid (Additional file 4) was analyzed by sequencing and used to over-express the *PvTIFY10C* gene in common bean transgenic roots.

To obtain a pPvTIFY-RNAi construct (Additional file 4), we used the pTDT-DC-RNAi vector previously reported [45]. A fragment (374 bp) unique to the *PvTIFY10C* coding sequence was amplified using gene-specific forward: 5′-CAAAGAACCTGACAGCCATGGATTTG and caccTIFY reverse: 5′- CACCGGCCTGGATGATGCTTGAGAGTG primers. The amplified fragment was cloned into the pENTR/SD/D-TOPO vector (Invitrogen) and sequenced. The resulting pENTR-*PvTIFY10C* plasmid was recombined into the pTDT-DC-RNAi binary vector. The correct orientation was confirmed by PCR using the WRKY-5: 5′-GCAGAGGAGGAGAAGCTTCTAG and WRKY-3: 5′-CTTCTCCAACCACAGGAATTCATC primers.

The empty pTDTO vector (used as a control; hereafter termed EV) and the resulting pPvTIFY-OE and pPvTIFY-RNAi plasmids (Additional file 4) were introduced by electroporation into *A. rhizogenes* K599, which was then used for plant transformation.

### Plant transformation and production of composite plants

The protocol used was based on that of Estrada-Navarrete et al. [44], with the following modifications. *P. vulgaris* seeds were surface sterilized and germinated in disposable Petri dishes with filter paper soaked in sterile water. After two days the seed coats were removed and on the third day plantlets were infected at the cotyledonary node region with the *A. rhizogenes* K599 strain carrying one of the constructs described above (EV, pPvTIFY-OE or pPvTIFY-RNAi). Infected plantlets were transferred to sterile assay tubes containing 15.0 ml Falcon plastic tubes filled with Franco/Munns nutrient solution [43], which provided support and a humid, sterile environment. The assay tubes containing the plantlets were covered with plastic bags to preserve the humidity required for hairy root development. Fourteen days after infection, putative transgenic hairy roots were confirmed by checking for the presence of red fluorescence resulting from the expression of the tdTomato reporter gene using an epifluorescence stereomicroscope. The original root system and non-fluorescent primordia and hairy roots were excised, to avoid root chimeras, and the selected composite plants carrying only fluorescent roots were transferred to a hydroponic system (described above) for growth. After 7–10 days of growth adaptation in hydroponics, the composite plants were transferred to different growth conditions (as described above for non-transformed plants) depending on the experiment (*i.e.* P-deficiency, Me-JA elicitation).

### Bean Custom Array 90 K design and hybridization

A bean microarray was printed using the CombiMatrix platform with a custom 90 K array layout at the Plant Functional Genomic Center of the University of Verona, Italy. To define the layout, an in-house bioinformatics pipeline was created to collect, compare and filter bean and soybean RNA sequences available from the bean gene index [46] version 3.0 (21,497 total unique sequences) and NCBI UniGene build 38.0 (http://www.ncbi.nlm.nih.gob/unigene; 33,001 reference soybean genes). Since the bean sequences could not be considered a complete set in terms of representation of genes and transcripts, these were taken as references and the soybean UniGenes were added to have a larger dataset available. Duplicated sequences were then removed, using a homology search pipeline with BlastN, to define a minimally redundant dataset of transcripts. After this step, all sequences in the dataset were processed to design probes of 35–40 nucleotides according to CombiMatrix parameters. These probes were subsequently filtered to avoid cross-hybridization across the different targets. The final layout contained 18,867 unique bean sequence probes and 11,205 soybean UniGene probes, along with positive and negative controls, for a total of 30,150 different features available on the microarray. Each probe was printed in triplicate to ensure the presence of internal replicates and to have a good statistical representation of each transcript on the array. The microarray was designated the Bean Custom Array 90 K.

RNA was isolated from transgenic roots of composite plants that were transformed with EV, pPvTIFY-RNAi or pPvTIFY-OE. Total RNA (1 μg) was used as a template to synthesize antisense RNA (aRNA) with Cy5-ULS using the RNA Amplification and Labeling Kit from CombiMatrix (ampULSe, Kreatech Biotechnology) according to manufacturer’s instructions. Prehybridization was performed by incubating the arrays with prehybridization solution (6× SSPE, 0.05% Tween-20, 20 mM EDTA, 5× Denhardt’s solution, 100 ng/μl Salmon Sperm DNA, 0.05% SDS) for 30 min at 45°C. Labeled aRNA (4 μg) was fragmented by incubation with 5 μl of fragmentation solution (200 mM Tris Acetate pH 8.1, 500 mM KOAc, 150 mM MgOAc) for 20 min at 95°C.

Hybridization was performed at 45°C for 16 h in hybridization solution (6× SSPE, 0.05% Tween-20, 20 mM EDTA, 25% DiFormamide, 100 ng/μl Salmon Sperm DNA, 0.04% SDS). After hybridization and washing, the microarray was dipped in imaging solution, covered with LifterSlip™, and then scanned using a GenePix 4000B microarray scanner (Axon) and the accompanying acquisition software (CombiMatrix Microarray Imager Software). Multiple scans at different PMTs were provided for each hybridization.

### Microarray data analysis

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus [50] and are accessible through GEO Series accession number GSE40935 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE40935).

The raw intensity data were first processed using the Combimatrix Microarray Imager software. This program allows visual inspection of the entire microarray slide and is used to check the quality of each spot and, if needed, to perform corrections where possible (*i.e.* for dust or scratches on the surface). Intensity data were then exported into the Feature and Probe format of Combimatrix, where the actual raw intensity per probe and per spot is stored. Data were loaded into R and analyzed using the Limma package [51]. The median value of each spot on the array was considered and the probes were filtered to remove quality and factory controls. Within-array probe replicates were defined as technical replicates, by calculating the mean intensity across the different probes. The probe intensity values of each biological condition were normalized using the quantile function of Limma. The values present in the expression matrix were transformed into log_2_ and a design matrix was defined to describe the biological samples. The expression matrix was used to fit a linear model using the design matrix and the functions of Limma. A set of contrast matrices were defined to describe the comparisons among samples in the experiment and a second linear fitting was performed for each contrast. The data were then error corrected using the Bayesian functions of Limma and a list of differentially expressed genes was generated for each contrast, after correcting for multiple testing using the Benjamin-Hochberg method and setting 0.05 as the adjusted *P*-value cutoff.

We used Gene Ontology (GO) [34] and MapMan [35] bioinformatics-based approaches for analyses aimed to interpret the biological significance of gene expression data. The ESTs corresponding to the microarray probe sets were organized in functional categories according to GO guidelines (34). We assigned at least one GO term to 23,499 probe sets. The Fisher’s exact test [52] was applied to determine which GO categories were statistically over-represented within each set of differentially expressed ESTs analyzed (*p* < 0.05, corrected by Bonferroni adjustment). A second approach for expression data analysis was based on the MapMan software version 3.5.1 (http://gabi.rzpd.de/projects/MapMan/) [35]. To extend MapMan to common bean, a *Phaseolus vulgaris* map was developed and uploaded to MapMan. The change in expression ratio of each gene was calculated as the log_2_-fold change to generate the MapMan experimental file. The MapMan software was used to visualize the amplitudes of the changes in expression of individual genes in diagrams of metabolic pathways or cellular processes.

## Results and discussion

### Identification and phylogenetic analysis of *P. vulgaris TIFY* gene family

*TIFY* is a large plant-specific gene family, so far characterized in only a few plant species [8-10,12,14]. To identify all putative TIFY domain-containing proteins in common bean, an HMM profile [36] of the TIFY domain was identified. The TIFY domain was used as a query for a BLAST search against the common bean genome [4]. This search identified 19 unique *TIFY* gene family members from common bean (Figure 1A). These genes were named following the existing numbering system of the *Arabidopsis TIFY* family in the phylogenetic tree described below. Members from the *TIFY* sub-families 2, 3, 4, 5, 6, 7, 8, 10 and 11 were identified in the common bean genome (Figure 1A).

The predicted amino acid sequence of each PvTIFY protein was analyzed to identify conserved putative functional domains [8,13,14]. All 19 PvTIFY proteins contained the TIFY domain (Figure 1A) [8]. Fifteen amino acids were used to create a TIFY domain logo [38] for the common bean proteins analyzed. The TIFY consensus motif (TIF[F/Y]XG) [8,13] was present in all of the common bean proteins analyzed (Figure 1B). Five PvTIFY proteins from the PvTIFY2 sub-family (PvTIFY2A, 2B, 2C, 2D and 2E) contained CCT and divergent CCT domains, while four of these (PvTIFY2B, 2C, 2D and 2E) also contained a DNA-binding GATA zinc-finger domain (Figure 1A). Eleven PvTIFY proteins (PvTIFY3A, 3B, 4, 5, 6, 7A, 7B, 10A, 10B, 10C and 11) contained the Jas motif located near the C-terminus (Figure 1A) [11,13,14]. The sequences used to create the Jas motif logo [38] were 31 amino acids in length (Figure 1B). The Jas motif sequence was very similar to that of *Arabidopsis*, including relevant features such as 2 basic amino acids in the N-terminal end and a conserved PY at the C-terminal end [13].

To analyze the evolutionary relationships of the *PvTIFY* genes, a phylogenetic tree was generated using the sequence alignments of TIFY proteins from common bean, soybean and *Arabidopsis* (Figure 1C). As we did with common bean, a local BLAST search of all proteins encoded by the soybean genome was carried out using the HMM profile and 58 unique TIFY gene family members were identified (Additional file 1). Though Zhu et al. reported 34 soybean (*G. max*) *TIFY* genes [10], we identified a larger number and used these to generate the phylogenetic tree (Figure 1C). Five proteins from the PvTIFY2 sub-family clustered together with nine soybean *TIFY* genes; according to the *Arabidopsis* TIFY classification [8] these belonged to group I. The other 14 PvTIFY proteins, without the GATA-zinc finger domain, belonged to the second major group (group II). These clustered together with 49 TIFY proteins from soybean. Group II contained all the JAZ proteins in *Arabidopsis* and putative JAZ homologs in common bean (Figure 1C).

The number of *TIFY* genes identified in common bean was similar to that reported for the dicots *Arabidopsis* and poplar and for the monocot rice [8-10,16]. *PvTIFY* genes from subfamilies 1 and 9 were not identified but their existence cannot be ruled out in view of the incomplete genome sequence currently available [4]. Eleven members of the common bean *PvTIFY* gene family can be considered *JAZ* orthologs. These contained the TIFY and Jas domains (Figure 1A, 1B). The TIFY domain mediates homo- and heteromeric interactions between the *Arabidopsis* TIFY proteins and interacts with the NINJA protein from the NINJA/TPL repressor complex. The Jas domain mediates hormone-dependent JAZ degradation by the SCF^COI1^/26S proteasome pathway in *Arabidopsis*[18,20]. Basic amino acids from the N-terminal end of the Jas domain are required for COI1 interaction with JAZ1 and JAZ9 in *Arabidopsis*[21]; similar basic amino acids (RK) were identified in the common bean JAZ orthologs (Figure 1B). We propose that the common bean JAZ proteins participate in the JA signaling pathway as negative regulators in a similar mechanism to that demonstrated in *Arabidopsis*[11-15]. However, further functional analysis is required to demonstrate the function of the PvTIFY proteins.

### *PvTIFY10C* gene structure, promoter sequence analysis and protein sub-cellular localization

For further analysis of the *PvTIFY* genes as transcriptional regulators we chose *PvTIFY10C*, encoded by the Phvul.002G002000.1 locus, as a representative JA-responsive *PvTIFY* gene. Similarly to rice (9), the *P. vulgaris PvTIFY10* sub-family contained three members. *PvTIFY10A* and *PvTIFY10B* had the highest similarity to *Arabidopsis TIFY10A* (or *JAZ1*) and *TIFY10B* (or *JAZ2*), respectively, and the third gene was named *PvTIFY10C*. Our previous work had shown that *PvTIFY10C* (TC34164) [46] is up-regulated in P-stressed common bean roots and nodules, which will be discussed below [5,6].

Sequence analysis revealed that *PvTIFY10C* was organized into five exons and four introns (Figure 2A). We obtained a full-length *PvTIFY10C* c-DNA clone (1.24 kb, accession number JX645706) from the Mesoamerican “Negro Jamapa 81” cultivar (see Methods). It contained a 775-bp open reading frame that encoded a 277 amino acid protein with 57% similarity to *Arabidopsis* TIFY10A. The TIFY domain, Jas motif and a putative sumoylation site were identified from the deduced amino acid sequence (Figure 2B).

**Figure 2:**
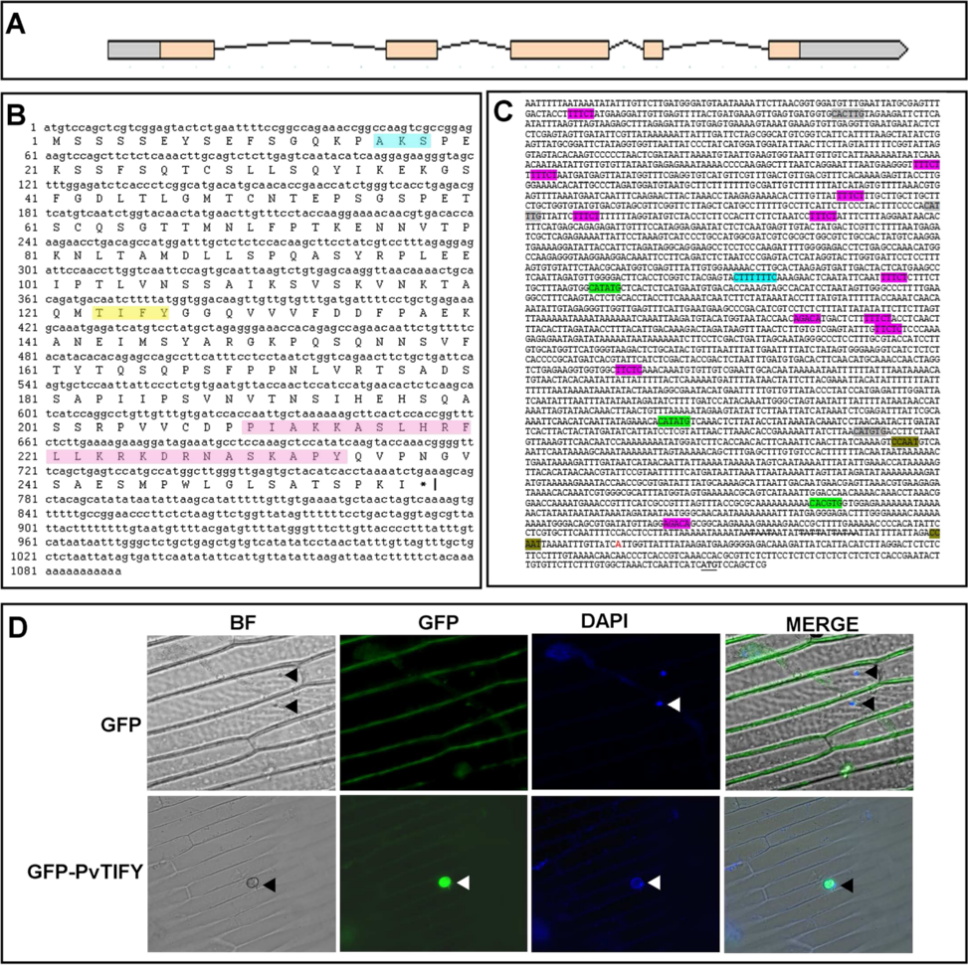
**Structural organization and cellular localization of *PvTIFY10C*.** (**A**) *PvTIFY10C* gene structure. Exon regions are indicated with salmon-colored boxes, introns with black lines, and 5^′^ and 3^′^ UTRs with gray boxes. (**B**) Deduced amino acid sequence of *PvTIFY10C*. A predicted sumoylation site is shaded in blue. The TIFY domain is shaded in yellow. The Jas motive is shaded in pink. (**C**) The promoter region includes important regulatory *cis*-elements: CCAAT motifs (brown) at −15 and −713, G-boxes (CATATG; green) at −267, -911 and −1923, E-boxes (CANNTG; gray) at −798, 2474 and 3189, HUD (Hormone Up at Dawn; pink) elements at −41, -1304, -1563, -1642, -1655, -1947, -2785, -2788, -2791 and −3240, and a JA-responsive element (CTTTTNTC) at −1973. (**D**) *PvTIFY10C* is located in the nucleus. Onion epidermal cells were transiently transformed with a 35S:PvTIFY-GFP (GFP-TIFY) construct or with an empty vector (GFP). Epifluorescence (GFP, DAPI and MERGE) and bright-field (BF) images were captured of onion epidermal cells. Arrowheads indicate nuclei.

To get insight into the regulation of *PvTIFY10C* gene expression we analyzed a 3,561-bp sequence from the 5′ region (Figure 2C). A putative site for transcription initiation (YYCAYYYY) was identified, as were three putative TATA-boxes within the −32 to −50 region and two CCAAT-boxes at −15 and −713; these are essential for TF binding and RNA polymerase II dependent transcription [53]. Other putative regulatory *cis*-elements identified in the *PvTIFY10C* promoter sequence included a JA-responsive element (CTTTTNTC) at −1973 to −1980 [54] and three G-boxes (CATATG and CACGTG variants). G-boxes reside in the promoters of many genes that are switched on in response to various stimuli after binding of the so-called G-box binding factors, which include bZIP proteins. Representative examples of G-box–containing promoters are those that respond to light, anaerobiosis and hormones such as JA, abscisic acid and ethylene [54,55]. Three E-boxes were also identified; these participate in complex regulatory circuits related to the circadian clock and low temperature stimuli [56]. Finally, *cis*-elements known as Hormone Up at Dawn (HUD)-type E-boxes were identified; these elements bind MP and ARF TFs and are involved in the response to auxin and brassinosteroids [57].

The sequence analysis of the *PvTIFY10C* gene promoter suggested strong regulation of the expression of this gene by plant phytohormones. This included not only JA-responsive gene expression, which is crucial for the feedback regulatory loop in the JA signaling pathway [9,17-19], but might also include cross-talk responses mediated by related cues such as ethylene, auxins, and brassinosteroids. In this regard, Grunewald et al. reported that the *Arabidopsis TIFY10A (JAZ1)* gene is an early auxin-responsive gene and that auxin gene induction is independent of the JA signaling pathway [58]. Chacón-López et al. reported that JA and ethylene act synergistically to trigger the meristem exhaustion process characteristic of the *Arabidopsis* root tip response to P-deprivation that includes induction of *JAZ* genes [26].

*Arabidopsis* TIFY proteins from group II lack a known DNA-binding domain but are localized to the nucleus, a pre-requisite for a protein to function as a transcriptional regulator [8]. We analyzed the sub-cellular localization of PvTIFY10C, which belongs to group II (Figure 1). For this, we constructed a fusion protein containing the *PvTIFY10C* open reading frame (Figure 2B) at the C-terminus and GFP at the N-terminus to serve as a marker. This construct was transiently expressed after *A. tumefaciens* delivery to onion cells. The GFP-PvTIFY10C protein was localized to the nucleus of onion cells, in contrast to GFP used as control, which was observed in the cytosol (Figure 2D). The sumoylation site detected in the deduced PvTIFY10C amino acid sequence (Figure 2B) might play a role in directing the protein to the nucleus [59]. Thus, the data supported our proposal of PvTIFY10C as a transcriptional regulator.

### Response of *PvTIFY* to JAs elicitation in roots from wild type plants and in transgenic roots showing *PvTIFY10C* gene silencing or over-expression

In *Arabidopsis*, most *JAZ* genes from the *TIFY* gene family are rapidly induced by Jas; this feedback loop presumably replenishes the repressors of JA response to avoid runaway stress metabolism [17-19]. We assessed whether *PvTIFY* genes from different sub-families responded to JA-Me elicitation. *Arabidopsis* and soybean TIFY genes of the same sub-family show sequence similarity and a similar response to elicitors [10,17,18,60]. In the common bean PvTIFY genes we identified, members of the same subfamily also showed high DNA sequence conservation (30–99%) and could have similar regulation and functions. We analyzed the response to JA-Me of the identified *PvTIFY* gene sub-families (Figure 1A) by qRT-PCR assay using a specific primer pair for each gene sub-family based on a DNA sequence that was highly conserved or identical among the different members. *PvTIFY* genes from sub-families 2, 4 and 7 showed reduced induction whereas *PvTIFY5, 10* and *11* showed high induction upon Me-JA elicitation (Figure 3A).

**Figure 3:**
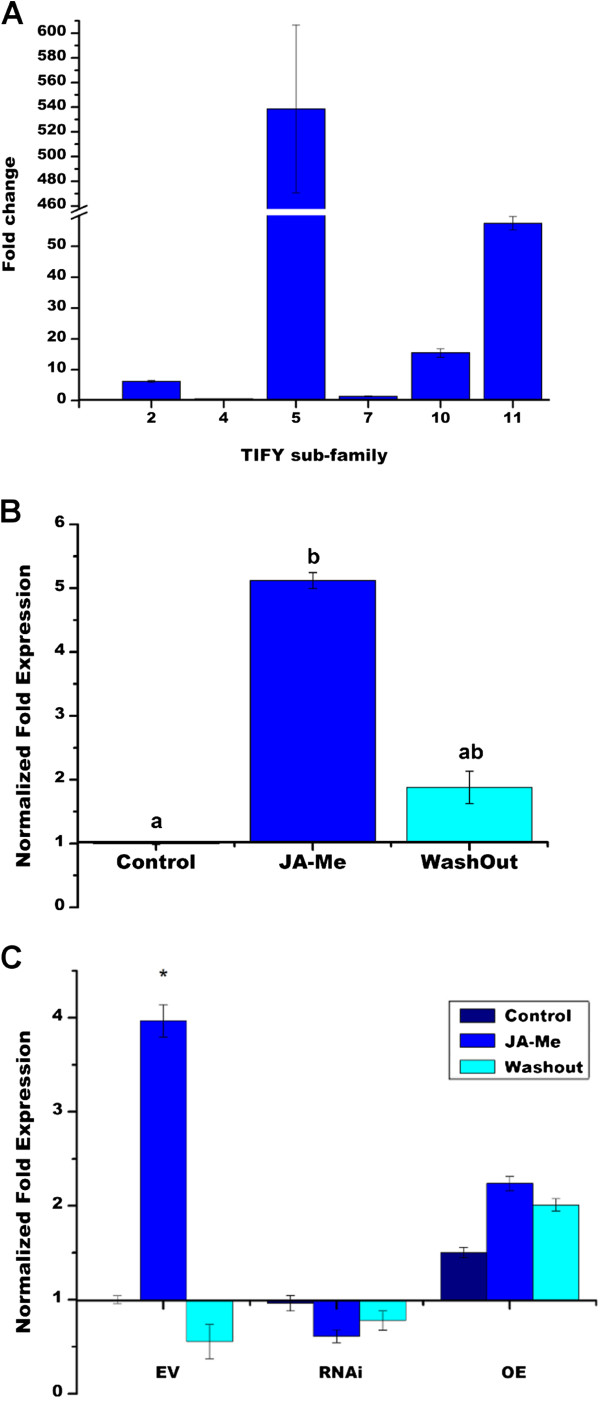
**Expression of *PvTIFY *genes upon JA elicitation.** (**A**) *n*-Fold expression of *PvTIFY* genes from different subfamilies in common bean roots incubated with Me-JA. (**B**–**C**) Normalized *n*-fold expression of the *PvTIFY10C* gene in wild type (**B**) and transgenic (**C**) bean roots without Me-JA (time 0, control media; dark blue) or incubated with Me-JA for 30 min (blue). After incubation, Me-JA was depleted from the nutrient solution and 12 h later gene expression was determined (turquoise). Values are normalized to the value from the control conditions (without Me-JA), which was set to 1. Transgenic roots derived from composite bean plants transformed with pPvTIFY-RNAi or pPvTIFY-OE are indicated. Values represent the average of three biological replicates. Asterisks or different letters represent significantly different means according to statistical analysis (*p* < 0.05).

Gene expression responses to hormones are usually quick and transient; therefore, we verified the early response of *PvTIFY10C* to Me-JA (after 30 min) and also the expected recovery after washing out the elicitor. After a short exposure to JA-Me the *PvTIFY10C* transcript level, as determined by qRT-PCR, increased up to 5-fold. Subsequently, the plant nutrient solution was deprived of Me-JA and the *PvTIFY10C* transcript level recovered, after 12 h, to almost basal levels (Figure 3B). These results confirmed the high and transient response of *PvTIFY10C* to Me-JA in common bean roots.

The response of common bean roots to JAs elicitation was also assessed in transgenic roots of composite plants with modulated expression—silencing or over-expression—of *PvTIFY10C*. For this, and further analyses, we used a protocol for the generation of composite plants with transformed roots using *A. rhizogenes*-mediated transformation that has been established as an alternative for stable transformation, especially for recalcitrant species such as *P. vulgaris*[44]. This approach is suitable for carrying out functional genomics in common bean in conjunction with RNAi-silencing technology [45].

To achieve gene silencing we constructed a pPvTIFY-RNAi plasmid that contained inverted repeats of a *PvTIFY10C* fragment and for over-expression we constructed a pPvTIFY-OE plasmid with the full-length *PvTIFY10C* cDNA. The 35SCaMV constitutive promoter directed the expression of both transgenes. The expression of *PvTIFY-RNAi* and *PvTIFY-OE* in putative transgenic roots was verified by qRT-PCR using specific primers.

Throughout this work we obtained around 100 composite bean plants with transgenic roots bearing one of the constructs (EV, PvTIFY-RNAi or PvTIFY-OE). Each transgenic root results from a different transformation event and therefore each individual root transformed with pPvTIFY-RNAi or pPvTIFY-OE will show a specific degree of gene silencing or over-expression, respectively. The figure presented as Additional file 4 illustrates this phenomenon; it shows the normalized *n*-fold expression of *PvTIFY10C* in 25 representative individual transgenic roots from different composite plants with PvTIFY-RNAi or PvTIFY-OE. Though a high variation in the degree of gene silencing and over-expression was observed in this sample of transgenic roots, the expected tendency in modulation of *PvTIFY10C* expression was confirmed. The average *PvTIFY10C* expression ratio in silenced compared with control EV transgenic roots was 0.27 (± 0.9), and in over-expressing roots was 2 (± 8.32).

To determine whether the *PvTIFY10C* RNAi-silencing or over-expression affected the JA response observed in common bean roots, we performed a similar experiment to that described for non-transformed plants (Figure 3B) and analyzed the early and transient response to Me-JA in transgenic roots. The response observed in control transgenic roots was very similar to that of non-transformed roots; control EV roots from composite plants exposed to JA-Me showed an increase in *PvTIFY10C* expression that decreased after the elicitor was washed out (Figure 3C). However, the transient response of *PvTIFY10C* to Me-JA elicitation was altered in silenced or over-expressing roots. In silenced transgenic roots, *PvTIFY10C* showed low/basal expression when plants were grown in control media, and the level was similar both upon subsequent Me-JA elicitation and after the elicitor was washed out (Figure 3C). The altered response to Me-JA elicitation in PvTIFY-RNAi roots may indicate that the expressed inverted-repeat of RNAi-PvTIFY promotes intense degradation of the *PvTIFY10C* mRNA even in the presence of the JA-Me inducer. The expected gene over-expression was observed in the PvTIFY-OE roots, which showed *ca.* two-fold higher *PvTIFY10C* transcript levels in control conditions compared with EV roots. A constitutive strong promoter (35SCaMV) was used for *PvTIFY10C* over-expression, and correspondingly enhanced levels of *PvTIFY10C* transcript were observed in all conditions tested (control, Me-JA elicitation and wash-out) for PvTIFY-OE roots (Figure 3C). PvTIFY-OE roots showed similar over-expression levels irrespective of the elicitation or depletion of JA-Me (Figure 3C). These results indicated that the modulation of *PvTIFY10C* expression in common bean roots altered their response to JAs; *PvTIFY10C* silenced or over-expressing transgenic roots were insensitive to this elicitor.

### Microarray analysis of transgenic roots with RNAi-silencing or over-expression of *PvTIFY10C*

Our rationale for further analysis was that the modulation (silencing or over-expression) of a transcriptional regulator results in reprogramming of the transcript profile; therefore, we performed transcriptome analysis through a microarray-hybridization approach of transgenic roots from composite bean plants that showed modulated *PvTIFY10C* gene expression. 

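*PvTIFY10C* itself was measured by 1 probe (TC9869), whose closest *Arabidopsis* match is JAZ1, a repressor of jasmonate-regulated transcription, and its signal ran against the labels of the arrays. Its log2 normalized intensity in control conditions (C) was 13.10 ± 0.06 (SD, n = 2) on the arrays labelled PvTIFY-RNAi, 12.10 (n = 1) on the single EV array and 11.14 ± 0.01 (SD, n = 2) on the arrays labelled PvTIFY-OE. Relative to EV, the probe rose on the arrays labelled PvTIFY-RNAi (log2 fold change 1.00, SE 0.23, adjusted p = 0.0247), while on those labelled PvTIFY-OE its change did not pass the test (log2 fold change -0.96, SE 0.23, adjusted p = 0.112). The labelled constructs differed from each other by 1.96 (adjusted p = 1.63e-05). Of the 7 *TIFY* probes, those of *PvTIFY6* (CB540661, log2 fold change -0.72, SE 0.17, adjusted p = 0.0274) and *PvTIFY7* (TC18722, -0.72, adjusted p = 0.0382) fell on the arrays labelled PvTIFY-RNAi, and none but *PvTIFY10C* rose. The qRT-PCR of *PvTIFY10C* in the paper runs in the labelled direction, which does not settle the matter because those measurements were not analysed here. Both vectors carry the tdTomato reporter, a red fluorescent protein with no probe value in the deposited files, so it cannot tell the constructs apart. The place of the probe against the cloned fragments is unknown, so it may not measure the transcript of the over-expression construct. Groups are therefore named by their labels throughout. Where these labels are said to be contradicted by the probe, the tests passed are those of PvTIFY-RNAi against EV and against PvTIFY-OE in C. Transgenic roots of composite plants, in which a wild-type shoot carries roots transformed by *Agrobacterium rhizogenes*, were sampled at an age of 21 days according to the labels. Antisense RNA amplified from their total RNA was labelled with Cy5 and hybridized in 1 colour to 11 arrays in 6 groups, with 2 arrays per group except EV C, which has 1 array. Each array carries 30229 probes, of which 30175 were tested after removal of 54 factory controls, and 30170 of these were printed as 3 spots. The median signal per array ranged from 577 to 934 in scanner units with a ceiling at 65535, and the number of arrays limits the precision. The authors exported raw intensities per probe and per spot and applied quantile normalization, and the files used here hold no background column. Here the spot medians were averaged per probe, quantile normalized, log2 transformed and fitted with limma over the 6 groups, and an EST was called at an adjusted p under 0.05 and an absolute log2 fold change over 0.1. These are the numbers the authors give, applied here on the log2 scale of the signals, while the paper's ratios are the log2 of a quotient of mean log2 signals. Because background remains in the values, fold changes are understated, and ratios against an array group wholly below the limit set by 35 negative controls are given as "at least". Gene names are the *Arabidopsis* best matches listed in Additional files 5 and 6.

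**Figure D1:**
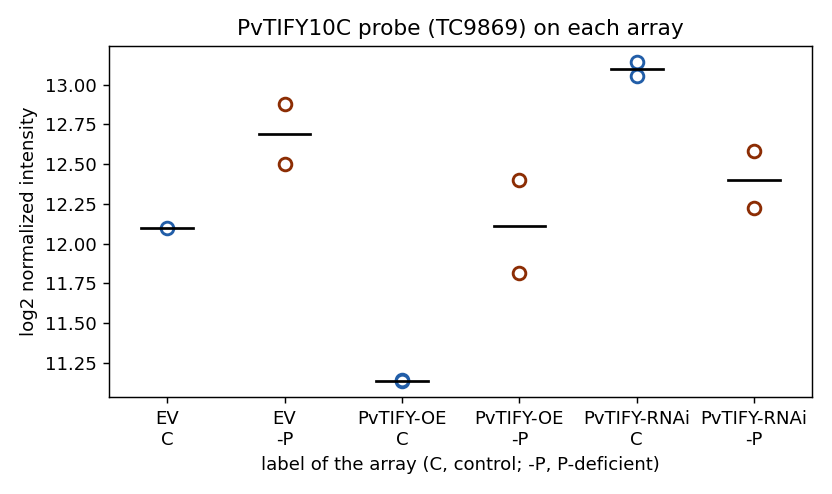
Log2 normalized intensity of the *PvTIFY10C* probe (TC9869) on each of the 11 arrays, grouped by the labelled construct and condition. Each point is 1 array, and in C the arrays labelled PvTIFY-RNAi lie above and those labelled PvTIFY-OE below the EV array.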

We designed the Bean Custom Array 90 K, which included a 30 K unigene set from common bean (*ca.* 18,000 *P. vulgaris* ESTs and *ca*. 11,000 non-redundant soybean (*Glycine max*) ESTs). The microarray data discussed in this work have been deposited in NCBI’s Gene Expression Omnibus [50] and are accessible through GEO Series accession number GSE40935 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE40935). To assess the reliability of the microarray data, the normalized median signal intensities resulting from the samples were compared across two replicates and three repetitions of each biological sample. A high correlation coefficient of 0.82–0.98 was observed among the samples, indicating low variability between replicates.

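Across ESTs, the log2 normalized intensities of the replicate arrays had a Pearson r of 0.985 in PvTIFY-OE C, 0.960 in EV -P, 0.959 in PvTIFY-RNAi -P, 0.954 in PvTIFY-OE -P and 0.913 in PvTIFY-RNAi C. These correlations are across genes, which are not independent replicates, and EV C has no replicate. Arrays of different groups reached an r of 0.966, so that replicates were not always the most similar pair. The arrays labelled PvTIFY-RNAi C stood apart from all others, with r between 0.791 and 0.879 against every other group. The SD of their negative controls was 140 and 130 scanner units, and 64.6 to 99.3 on the other arrays. Histones and heat shock proteins are among the genes that set them apart. Histone H3 (TC14927), a core protein of chromatin, had a log2 intensity of 10.31 ± 0.13 (SD, n = 2) in PvTIFY-RNAi C, 11.99 (n = 1) in EV C and 11.76 ± 0.02 (SD, n = 2) in PvTIFY-RNAi -P. HSP70B (TC13683), a chaperone of the heat shock response, moved the other way, with 13.08 ± 0.08 (SD, n = 2) in PvTIFY-RNAi C, 10.28 (n = 1) in EV C and 11.58 ± 0.09 (SD, n = 2) in PvTIFY-RNAi -P. For both genes the gap to the other groups was larger than the spread between replicates. In the table of normalized values deposited by the authors, r between arrays ranged from 0.785 to 0.983.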

To interpret the biological significance of the microarray data our first analysis was based on Gene Ontology (GO) [34] bioinformatic approaches. Functional categories were assigned to 23,499 probe sets from the microarray, according to GO guidelines. Statistical analysis was performed to identify the GO categories that were over-represented in each set of responsive ESTs from PvTIFY-silenced (PvTIFY-RNAi) and over-expressing roots (PvTIFY-OE), compared with control roots transformed with an empty vector (EV). As shown in Figure 4, sixteen biological processes (GO categories) were over-represented in both EST sets; five of these were shared by PvTIFY-RNAi and PvTIFY-OE roots. The majority of over-represented biological processes were related to plant stress responses. These included responses to oxidative stress, metals (Fe, Zn, Cd), wounding, salinity and drought, and also signaling processes involved in the stress response such as salicylic acid and trehalose (Figure 4). The latter is in agreement with the participation of *PvTIFY* genes in the JA signaling pathway, which is strongly related to stress responses [11,25]. The silencing or over-expression of the *PvTIFY10C* TF changed the transcription profile of genes participating in JA-mediated plant stress responses.

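Genes of several stress responses differed from EV on the arrays labelled PvTIFY-RNAi, by labels against which *PvTIFY10C* itself runs. Trehalose 6-phosphate synthases, enzymes of a sugar signal, rose together: of 5 ESTs 4 were called up and none down, among them TPS11 (TC14704, log2 fold change 1.71, SE 0.21, adjusted p = 0.000283) and TPS8 (TC9564, 1.37, adjusted p = 0.000222). The list was higher as a group (camera, adjusted p = 5.19e-10, and adjusted p = 0.00656 with an estimated correlation). Of 8 glutathione S-transferases, detoxifying enzymes, 4 rose and 2 fell, with GSTU7 (TC11793) at 2.69 ± 0.25 (SE) and GSTF9 (TC16921) at 2.25 ± 0.23 (SE) on the log2 scale. The 4 peroxidases split evenly, TC9474 rising (1.94, adjusted p = 3.62e-05) and RCI3 (TC20143), a peroxidase of cold and salt responses, falling (-2.75, adjusted p = 8.75e-05). Defense genes were also mixed, with 4 up and 5 down of 18 (adjusted p = 0.432 with an estimated correlation). In the JA biosynthesis list of 6 ESTs, allene oxide synthase (AOS, TC15016) fell (log2 fold change -0.79, SE 0.18, adjusted p = 0.0227) and EDS1 (TC13450), a lipase-like regulator of salicylic acid signaling that the keywords of the list also picked, rose (0.61, adjusted p = 0.0363). On the arrays labelled PvTIFY-OE, 1 of the same 6 ESTs fell, LOX1 (TC11668, log2 fold change -1.05, SE 0.21, adjusted p = 0.0424), a lipoxygenase of the oxylipin pathway, and 5 were lower when adjusted over the list alone. Glutathione S-transferases fell there as well, 3 of 8 with none up, including GSTU25 (TC14044, -1.65, adjusted p = 0.00520) and GSTU19 (TC9014, -0.80, adjusted p = 0.0168). Flavonoid and phenylpropanoid genes had 2 of 10 lower, both cinnamyl-alcohol dehydrogenases of lignin synthesis (TC17505 at -1.64 ± 0.15 and CV542932 at -1.71 ± 0.18, SE). Such lists were drawn from ESTs that the study chose on these samples, so their direction is not independent evidence. The arrays labelled PvTIFY-RNAi C, which stand apart from all other arrays, enter every value given with that label. With the same median per array in place of quantile normalization, the median of the JA biosynthesis list on the arrays labelled PvTIFY-RNAi turned from 0.09 to -0.09. The Gene Ontology annotation was not used here.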

**Figure 4:**
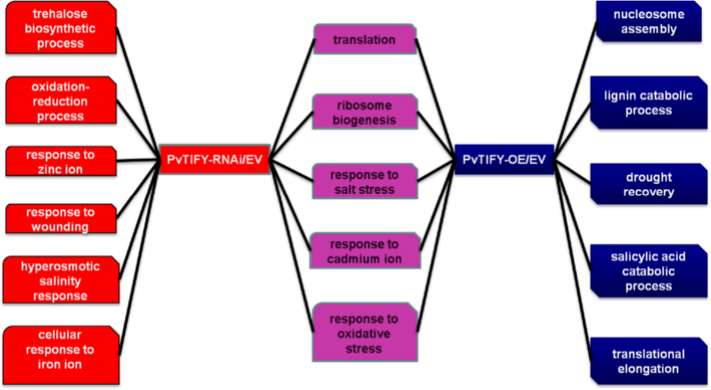
**Significantly over-represented biological processes according to Gene Ontology in the responsive EST sets from PvTIFY-RNAi (red) and PvTIFY-OE transgenic roots (blue).** Biological processes over-represented in both EST sets are shown in pink.

To obtain a more complete interpretation of the gene expression data, we also used the MapMan software tool [35], customized for common bean, to analyze the data generated from our microarrays. Our rationale was that the genes controlled by *PvTIFY10C* (at the transcriptional level) would be oppositely-regulated in roots with decreased vs. increased levels of this TF. To this end, we performed comparative transcriptome analysis of PvTIFY-RNAi and PvTIFY-OE roots with respect to control EV roots, aiming to identify the set of genes regulated by *PvTIFY10C*. 

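Relative to the EV array, 31 ESTs were called up on the arrays labelled PvTIFY-RNAi and down on those labelled PvTIFY-OE, and 37 the reverse, by labels against which *PvTIFY10C* runs. The DNAJ heat shock protein TC10748 is one of the first kind, with a log2 fold change of 1.62 ± 0.17 (SE) on the arrays labelled PvTIFY-RNAi and -0.84 ± 0.17 on those labelled PvTIFY-OE. Others are STZ (TC13257), a zinc finger repressor of salt responses, at 1.98 ± 0.15 and -0.82 ± 0.15, and *myo*-inositol oxygenase MIOX5 (TC10853), which opens inositol to a sugar acid, at 2.07 ± 0.16 and -1.21 ± 0.16. Of the reverse kind are calreticulin 2 (TC16682), a chaperone of the endoplasmic reticulum, at -1.58 ± 0.22 and 1.32 ± 0.22, and histone H3 (TC14927) at -1.68 ± 0.16 and 1.02 ± 0.16. ESTs called in the same direction numbered 57, of which 52 were lower with both constructs, such as the quinone reductase FG229978 (-2.71 ± 0.15 and -2.36 ± 0.15). Independent lists of these sizes would give 5.99 opposite and 6.58 same-direction ESTs. In 20 simulations of unchanged groups that share 1 EV array, limma called 0 opposite ESTs and at most 1 in the same direction. Groups without change give few calls of either kind, so these simulations cannot tell how many opposite calls to expect. Across the 30175 ESTs, which are not independent replicates, the log2 fold changes of the labelled constructs had a Pearson r of -0.12, where 100 simulations with the shared EV array gave 0.667. The covariance was -0.00924 against 0.0210 in the simulations, a difference of -0.0302. With the same median per array no EST was called with PvTIFY-OE (579 at an unadjusted p under 0.05), and so none was opposite. The 68 lay in the same directions there, with a median change with PvTIFY-OE of 0.92 after 0.93, and the calls ended because the median SE rose from 0.15 to 0.32. Without 1 array labelled PvTIFY-OE C there were 11 opposite calls beside 25 or 22 in the same direction, with eBayes trend and robust 21 beside 36, and without the second array labelled PvTIFY-RNAi C 121 beside 80. The paper's PvTIFY-RNAi/EV ratios in Additional file 5 are matched to within 0.002 by 1 array labelled PvTIFY-RNAi C, 1 labelled PvTIFY-RNAi -P and 1 labelled PvTIFY-OE C, and 2.09% of them by the arrays so labelled.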

The microarray data from PvTIFY-RNAi/EV and PvTIFY-OE/EV were statistically analyzed using MapMan (corrected *P* values < 0.05; threshold fold change [log_2_] of 0.1 or −0.1). 

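The largest increase on the arrays labelled PvTIFY-RNAi was that of actin 11 (FD791844, at least 14.7-fold higher, adjusted p = 3.47e-05). Others of the 10 largest were those of the brassinosteroid-signaling kinase BIN2 (TC10442, log2 fold change 3.09, SE 0.25, adjusted p = 1.59e-05), a gibberellin-regulated protein (CV539923, 3.08, adjusted p = 7.07e-06), the transcription factors BZIP63 (TC9248, 3.04, adjusted p = 5.78e-06) and HAP2C (TC13995, 2.93, adjusted p = 5.81e-06), and the photorespiratory aminotransferase AGT1 (TC15378, 2.90, adjusted p = 1.04e-06). Among the 10 largest decreases were those of a lupin-type PR-10 protein (TC14618, log2 fold change -4.22, SE 0.18, adjusted p = 7.62e-07), a beta-fructosidase that splits sucrose (TC9852, -3.64, adjusted p = 4.87e-06), FG232099, which has no annotation (-3.36, adjusted p = 1.92e-06), the ribosomal protein S14 (TC15194, at least 6.69-fold lower, adjusted p = 2.12e-06) and cytochrome P450 CYP83B1 (TC10161, -2.72, adjusted p = 1.81e-05). With the label PvTIFY-OE the increases were smaller, the 10 largest including calreticulin 2 (TC16682, adjusted p = 0.0158), the Ran GTPase-activating protein match CB543415 (log2 fold change 1.32, SE 0.23, adjusted p = 0.0204) and the RNA-binding protein GRP2 (TC19213, 1.21, adjusted p = 0.0457). BG363225 (1.64, adjusted p = 0.0169), which has no annotation, rose further. A trypsin and protease inhibitor (TC10263, log2 fold change -3.37, SE 0.18, adjusted p = 9.52e-06), the quinone reductases FG229978 (adjusted p = 3.47e-05) and TC10727 (-2.05, adjusted p = 0.00503), the beta-glucanase BG1 (TC8405, -2.25, adjusted p = 0.00134) and a band 7 protein (TC10794, -2.10, adjusted p = 5.44e-05) fell. In all, 690 ESTs were called up and 924 down on the arrays labelled PvTIFY-RNAi, and 80 up and 155 down on those labelled PvTIFY-OE, by labels that the *PvTIFY10C* probe contradicts. Over an absolute log2 fold change of 1 the numbers were 372 up and 416 down, and 23 up and 103 down. Set against each other, the labelled constructs differed in 3749 ESTs, of which 1655 were higher with the label PvTIFY-RNAi. The smallest changes called were 0.49 and 0.63, well above the threshold of 0.1, in comparisons that rest on the single EV array. With the same median per array the PvTIFY-RNAi count was 188 (111 up and 77 down), as the median SE of the 1614 changes rose from 0.17 to 0.30 while their median size stayed at 0.99, and without the second array of PvTIFY-OE C the PvTIFY-OE count was 64.

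**Figure D2:**
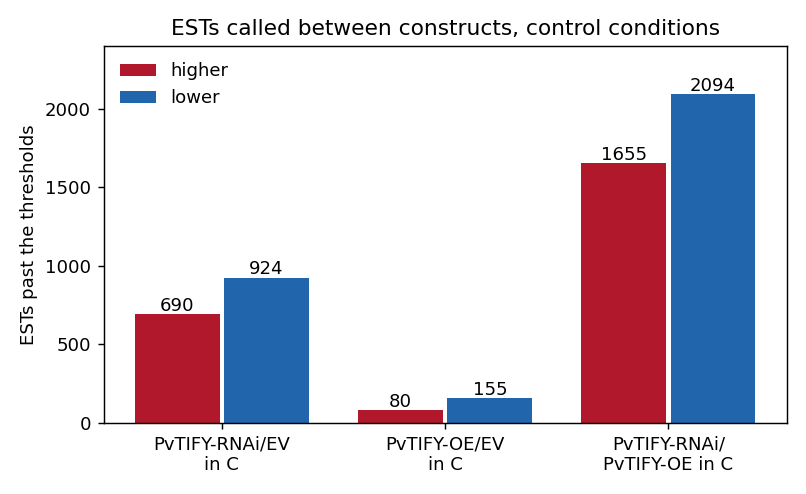
Number of ESTs called higher (red) and lower (blue) by limma in each labelled comparison of constructs in C. The comparison of PvTIFY-OE with EV has the fewest calls of the comparisons drawn.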

PvTIFY-RNAi roots showed a majority of down-regulated ESTs (734 vs. 312 up-regulated ESTs) while PvTIFY-OE roots showed 561 up-regulated and 625 down-regulated ESTs (Additional file 5).

Figure 5 shows example maps depicting cell processes or pathways used to compare gene expression in *PvTIFY10C* silenced vs. over-expressing roots. The modulation of *PvTIFY10C* resulted in drastic changes in the transcript profiles of different processes in the regulation overview (Figure 5A); silenced roots showed 179 up-regulated and 85 down-regulated ESTs, while over-expressing roots showed 54 up-regulated and 221 down-regulated ESTs (Additional file 5). The regulation overview includes BIN 27: RNA regulation of transcription (TF) and BIN 30: signaling with G-proteins, phosphoinositides, signaling in sugar and nutrient physiology and MAPK, both of which clearly showed an abundance of oppositely-regulated ESTs in *PvTIFY10C*-silenced (up-regulation) vs. over-expressing roots (Figure 5A). 

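Transcription factors were the gene list with the smallest camera p against EV on the arrays labelled PvTIFY-RNAi: 36 of 57 ESTs rose, none fell, and the median log2 fold change was 0.84. Medians were larger in size for the shorter lists of trehalose synthases (1.22) and histones (-1.49). The lists were searched in sheets that hold ESTs given as up in PvTIFY-RNAi/EV, without the sheet of those given as down, which favours rises. They include MYB59 (TC15547, log2 fold change 2.87, SE 0.18, adjusted p = 3.50e-06), a CCCH zinc finger protein (TC18892, 2.67, adjusted p = 4.53e-06) and an ethylene-responsive factor (TC8812, 2.14, adjusted p = 4.87e-06). The ethylene response factor ERF5 (TC13148) was at least 4.50-fold higher (adjusted p = 4.27e-05). Adjusted over the list alone, 43 rose and 1 fell. On the arrays labelled PvTIFY-OE, 5 fell and none rose, among them WRKY33 (TC11069, log2 fold change -0.90, SE 0.15, adjusted p = 0.0151), a regulator of pathogen responses, and an AP2-domain factor (TC17374, -1.17, adjusted p = 0.0437), and 16 were lower and 1 higher when adjusted over the list alone. The list was called higher with the first label (adjusted p = 0.000910 with an estimated correlation) and lower with the second (adjusted p = 0.00556 with an estimated correlation). Of 12 signaling ESTs, 3 rose with the label PvTIFY-RNAi, a calmodulin-binding protein (TC10140, 1.41, adjusted p = 0.000280), the calcium pump ACA2 (TC16714, 1.54, adjusted p = 0.0124) and the kinase MAPKKK3 (TC10528, 1.18, adjusted p = 0.0135), while the receptor-like kinase RKL1 (TC11321, -1.59, adjusted p = 0.0247) fell. None of the signaling ESTs passed limma's test with the label PvTIFY-OE, where 2 had an unadjusted p under 0.05 and 2 were lower when adjusted over the list alone. As a whole the signaling list was called higher with PvTIFY-RNAi (camera, adjusted p = 0.0245 with an estimated correlation) and lower with PvTIFY-OE (adjusted p = 0.0377). In the complete sheet of ESTs that Additional file 5 gives as up in PvTIFY-RNAi/EV, 65 belong to BIN 27, of which 42 were called up here. For BIN 30 the sheet lists 20 ESTs, with 8 called up and 1 called down. Both the keyword lists and the sheet were chosen by the study on these samples, which makes their direction with either label no independent evidence, and the labels run against the *PvTIFY10C* probe. The sheets for the other directions are incomplete in the copy at hand, so no overlap was computed on them.

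**Figure D3:**
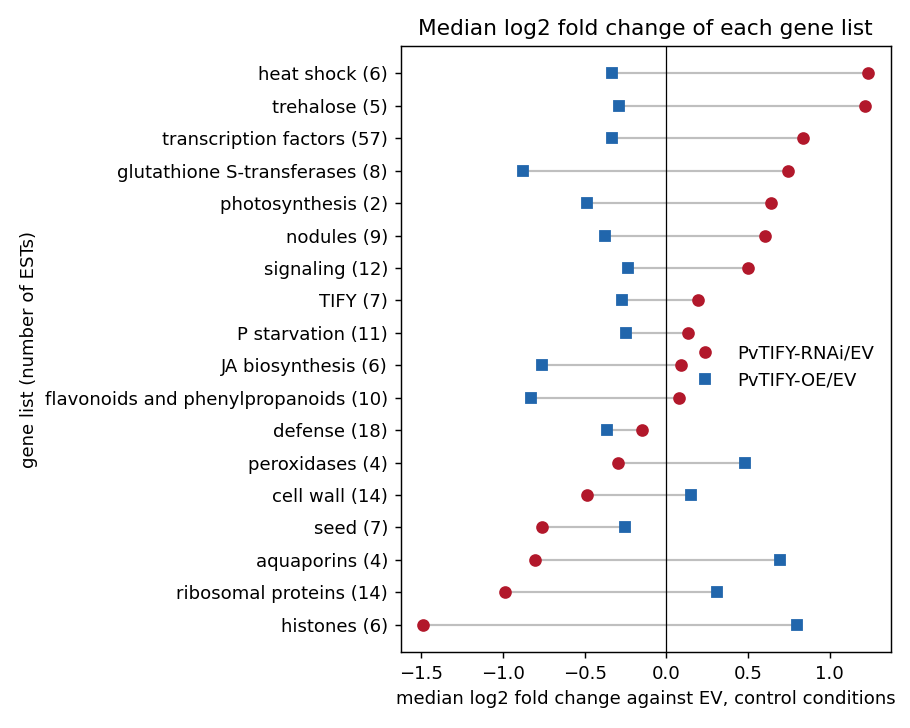
Median log2 fold change of each gene list relative to EV in C, for the arrays labelled PvTIFY-RNAi and those labelled PvTIFY-OE. Transcription factors, heat shock proteins and trehalose synthases lie above 0 and histones and ribosomal proteins below 0 with the label PvTIFY-RNAi. The lists were drawn from sheets that the study chose on these arrays, which favours rises in some lists and falls in others.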

To validate the differential expression data from the microarray analysis, we selected one TC from each category of the regulation overview to determine its transcript level through qRT-PCR. The selected TCs [46] were: TC18523 (annotated as C2H2 zinc finger TF family), TC11492 (Rho-GTPase-activating protein-related), TC20051 (phosphatidylinositol 3- and 4-kinase family protein), TC12708 (phosphate-responsive protein) and TC11107 (MAP kinase/kinase/protein kinase). 

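TC18523, a C2H2 zinc finger protein, rose on the arrays labelled PvTIFY-RNAi (log2 fold change 0.83, SE 0.16, adjusted p = 0.00640) and fell on those labelled PvTIFY-OE (at least 1.91-fold lower, adjusted p = 0.00303). TC11107, the mitogen-activated protein kinase MPK3 of stress signaling, had a log2 fold change of 0.72 (adjusted p = 0.237) with the first label and was at least 1.19-fold lower (adjusted p = 1.00) with the second, and neither passed the test. For TC20051, a phosphatidylinositol 3- and 4-kinase, the value with the label PvTIFY-RNAi was a log2 fold change of 0.58 (SE 0.20, adjusted p = 0.156). TC12708, a phosphate-responsive protein, had -0.01 (adjusted p = 1.00) with PvTIFY-RNAi and was at least 1.22-fold lower (adjusted p = 0.533) with PvTIFY-OE. All these directions are given by labels that the *PvTIFY10C* probe contradicts. Set against each other, the labelled constructs differed in TC18523 (at least 3.41-fold higher, adjusted p = 4.37e-07), TC11107 (at least 1.96-fold higher, adjusted p = 0.00324) and TC20051 (at least 1.58-fold higher, adjusted p = 0.00317), but not in TC12708. That comparison has 2 arrays on each side and does not use the single EV array.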

The expression levels of these genes determined by qRT-PCR confirmed the expression results obtained with microarray analysis regarding the up-regulation in PvTIFY-RNAi roots and down-regulation in PvTIFY-OE roots (Figure 5A). The variations in expression level values between the microarray and qRT-PCR data may be related to the different sensitivities of the two technologies.

**Figure 5:**
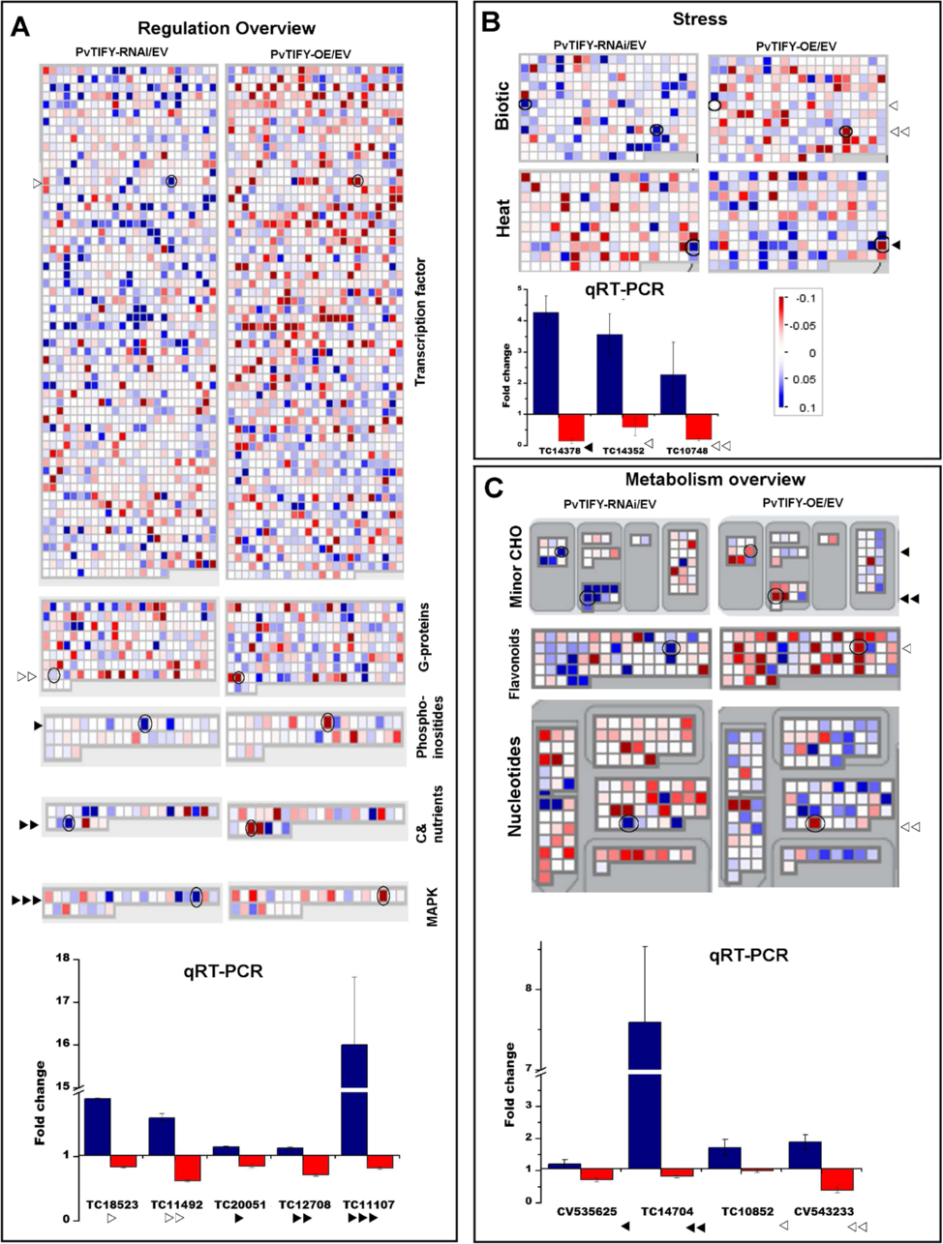
**Transcript profiles of PvTIFY-RNAi and PvTIFY-OE transgenic roots compared with EV (control) transgenic roots.** MapMan maps of processes belonging to the regulation overview (**A**), stress response (**B**) and metabolism overview (**C**) categories are shown. In each map, the left panel shows PvTIFY-RNAi/EV expression ratios and the right panel shows PvTIFY-OE/EV, as indicated. Up- or down-regulated ESTs are false color-coded with increasing blue or red, respectively, saturating at amplitude of 0.1 (log_2_ value) as indicated in the bar from panel **B**. ESTs with no significant change in amplitude are shown in white. Expression ratios of selected ESTs obtained from microarrays (maps) were validated by qRT-PCR analysis. Normalized data from qRT-PCR gene expression assays are shown in bar-graphs at the bottom of panels **A**, **B** and **C**. The ESTs selected for qRT-PCR analysis correspond to the circled squares from each map and are indicated with black and white arrowheads. The arrowheads in the maps correspond to those in the bar-graphs. The ESTs ID [46] are indicated in the x-axes of the bar-graphs. In each pair of bars, the blue bar corresponds to the PvTIFY-RNAi/EV expression ratio (left in the maps) and the red bar corresponds to the PvTIFY-OE/EV expression ratio (right in the maps). The annotations for the selected ESTs are mentioned in the text.

JA signaling involving *TIFY* TF genes plays an essential role in stress responses including defense against insects and microbial pathogens (biotic stress), as well as responses to abiotic stresses such as drought, UV radiation and ozone [11,25]. Figure 5B depicts maps of biotic stress and heat abiotic stress responsive genes that belong to BIN 20. Opposite differential stress response gene expression was observed in PvTIFY-RNAi (33 up-regulated and 18 down-regulated ESTs) vs. PvTIFY-OE roots (10 up-regulated and 23 down-regulated ESTs, Additional file 5). 

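Additional file 5 lists 33 ESTs of BIN 20 as up in PvTIFY-RNAi/EV, of which 11 were called up here, none was called down and 26 had a log2 fold change above 0. Heat shock genes, which protect proteins from unfolding, rose with the label PvTIFY-RNAi in 3 of 6 ESTs and none fell, with HSP70B (TC13683) at 2.80 (adjusted p = 1.92e-06) and the heat shock factor HSFB2A (TC8900) at 1.63 (adjusted p = 4.04e-05). The list was called higher (adjusted p = 0.00677 with an estimated correlation). With PvTIFY-OE, 1 of 6 fell and HSFB2A had -0.55 (adjusted p = 0.175). Among defense genes on the arrays labelled PvTIFY-OE, 3 rose and 4 fell (3 and 8 when adjusted over the list alone), the trypsin and protease inhibitors TC10263 and TC14279 moving apart (TC14279 at 0.94 ± 0.17, SE). An allergen V5-type protein of the PR-1 family (TC16553) rose (0.80, adjusted p = 0.0392). With the label PvTIFY-RNAi, lipid-transfer-type inhibitors fell (TC14611, log2 fold change -2.39, SE 0.15, adjusted p = 4.53e-06, and TC11889, at least 2.35-fold lower, adjusted p = 0.000273), while an NBS-LRR resistance protein (TC8262) was at least 1.90-fold higher (adjusted p = 0.000773). The ESTs of these lists come from sheets the study chose on these samples, and their direction by labels that *PvTIFY10C* contradicts is not independent evidence.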

Two TCs from the biotic stress map were selected for validation of their expression levels by qRT-PCR: TC14352 (annotated as a putative secretory protein) and TC14378 (a PR-protein from the resistance responsive family), and one TC was selected from the heat abiotic stress map: TC10748 (annotated as a DNAJ heat shock N-terminal domain containing protein). Plant responses to stress include the synthesis of secondary metabolites, such as flavonoids. The map of flavonoid genes, corresponding to BIN 16, is shown in Figure 5C within the metabolic overview. From this group, TC10852 (annotated as a cinnamoyl-CoA reductase family protein) was selected for qRT-PCR expression validation. 

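TC10748, a DNAJ heat shock protein, rose on the arrays labelled PvTIFY-RNAi (adjusted p = 9.73e-05) and fell on those labelled PvTIFY-OE (adjusted p = 0.0455). TC14352, a secretory protein, rose with the label PvTIFY-RNAi (log2 fold change 1.22, SE 0.14, adjusted p = 0.000234), and with PvTIFY-OE it had a log2 fold change of -0.27 (adjusted p = 1.00). TC14378, a PR-protein, fell with PvTIFY-OE (log2 fold change -1.92, SE 0.37, adjusted p = 0.0350), and its value with PvTIFY-RNAi was -0.57 (adjusted p = 0.743). TC10852, a cinnamoyl-CoA reductase of lignin synthesis, rose with the label PvTIFY-RNAi (log2 fold change 1.96, SE 0.20, adjusted p = 9.03e-05) and had -0.64 (adjusted p = 0.308) with PvTIFY-OE. Compared directly, all of these ESTs were higher on the arrays labelled PvTIFY-RNAi than on those labelled PvTIFY-OE, with TC14378 at 1.35 (adjusted p = 0.00853) and TC10852 at 2.60 (adjusted p = 5.45e-07). Labels and *PvTIFY10C* signal disagree on these arrays, so each direction holds by label only. Of the 10 flavonoid and phenylpropanoid ESTs, 3 rose with PvTIFY-RNAi and none fell (3 and 3 when adjusted over the list alone), and the list as a whole was not called (adjusted p = 0.384 with an estimated correlation). A 2-oxoglutarate-dependent oxygenase (TC12360) was at least 2.23-fold higher (adjusted p = 0.00120), and a cinnamyl-alcohol dehydrogenase (TC17505) had 0.94 (adjusted p = 0.00272). Chalcone synthase (CHS, TC15623), which opens the flavonoid pathway, had -0.62 (adjusted p = 0.124). The list median was 0.08 and turned to -0.12 when each array was given the same median. In BIN 16 of the sheet up in PvTIFY-RNAi/EV, 6 of 13 ESTs were called up.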

Again, the expression results from qRT-PCR confirmed those from the microarrays regarding up-regulation of the selected stress response TCs in *PvTIFY10C*-silenced roots and down-regulation in over-expressing roots (Figures 5B and 5C).

JA also regulates diverse aspects of plant growth and development that involve regulation of central metabolic pathways. We performed MapMan analysis of differentially expressed genes from different categories of the metabolism overview. Figure 5C shows, as an example, maps of minor CHO and nucleotide metabolism. 

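TC14704, the trehalose phosphatase/synthase TPS11, had a log2 intensity of 12.08 ± 0.33 (SD, n = 2) on the arrays labelled PvTIFY-RNAi, 10.37 (n = 1) in EV and 9.69 ± 0.17 (SD, n = 2) on those labelled PvTIFY-OE, and passed the test with the first label only (adjusted p = 0.267 with the second). CV543233, an inorganic pyrophosphatase that removes the by-product of nucleotide and polymer synthesis, rose with PvTIFY-RNAi (log2 fold change 1.15, SE 0.14, adjusted p = 0.000292) and had -0.56 (adjusted p = 0.124) with PvTIFY-OE. CV535625, a seed imbibition protein related to galactosidases, had 0.53 (adjusted p = 0.305) with PvTIFY-RNAi and fell with PvTIFY-OE (log2 fold change -1.25, SE 0.22, adjusted p = 0.0206). Other seed imbibition ESTs gave 0.57 (EC911359, adjusted p = 0.0658) and 0.54 (EC997013, adjusted p = 0.976) with PvTIFY-RNAi, and EC911359 was at least 2.11-fold lower (adjusted p = 0.00194) with PvTIFY-OE. Alanine-glyoxylate transaminases of photorespiration rose with PvTIFY-RNAi (CV537351, 1.66, adjusted p = 6.90e-05, and EC911309, 1.26, adjusted p = 0.00710). Cell wall invertase (TC8333), which splits sucrose outside the cell, rose as well (1.05, adjusted p = 0.00618). By these labels, which the *PvTIFY10C* probe does not follow, the sheet of ESTs up in PvTIFY-RNAi/EV holds 11 ESTs of minor CHO metabolism (BIN 3), of which 7 were called up. For nucleotide metabolism (BIN 23), 6 of 7 were called up. Over all metabolic BINs, 57 of 89 listed ESTs were called up and 3 down. A list chosen on these same arrays carries no independent evidence of its own direction.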

Opposite differential gene expression was also observed in the metabolism overview category for PvTIFY-RNAi (97 up-regulated and 108 down-regulated ESTs) vs. PvTIFY-OE roots (54 up-regulated and 102 down-regulated ESTs, Additional file 5). qRT-PCR expression analysis of selected ESTs—CV535625 (annotated as a putative imbibition protein) and TC14704 (trehalose phosphatase/synthase) from the minor CHO metabolism (BIN 3.2.3) and CV543233 (annotated as an inorganic diphosphatase/pyrophosphatase) from the nucleotide metabolism phosphotransfer pyrophosphatases (BIN 23.4)—confirmed the expression values obtained from the microarray.

Based on the MapMan analysis of selected cell processes (depicted in Figure 5) that showed opposite transcriptional effects in roots with contrasting *PvTIFY10C* gene expression, we performed a general analysis by determining the correlation of up-regulated ESTs in PvTIFY-RNAi roots with down-regulated ESTs in PvTIFY-OE roots and *vice versa*. Figure 6 shows the correlation among up-regulated ESTs in PvTIFY-RNAi roots and down-regulated ESTs in PvTIFY-OE with a correlation coefficient of 0.833. For this correlation, the gene categories corresponding to different BINs from MapMan [35] and the number of genes from each BIN were considered. Most of the represented BINs included a large number of genes (10–200) that were up-regulated in silenced roots and down-regulated in over-expressing roots. 

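Of the 561 ESTs that Additional file 5 gives as up in PvTIFY-RNAi/EV, 295 were called up and 14 down on the arrays labelled PvTIFY-RNAi, with 85.6% above 0 and a median log2 fold change of 0.83. On the arrays labelled PvTIFY-OE, 90 were called down and none up, and 91.6% lay below 0 (median -0.41). These low values follow in part from the selection, because the ratios of the sheet have 1 array labelled PvTIFY-OE C as their denominator. *PvTIFY10C* is itself an EST of this sheet. Of the first 394 ESTs of the sheet of down-regulated ESTs, the part of it in the copy at hand, 261 were called down and 1 up with PvTIFY-RNAi. In carbon metabolism, 16 of 25 listed ESTs rose, among them the amylase AMY3 (TC14100, 2.83, adjusted p = 1.00e-06), which degrades starch, and the gluconeogenic carboxykinase PCK2 (FE897651, 2.17, adjusted p = 2.10e-05). FE897651 fell with the label PvTIFY-OE (-1.01, adjusted p = 0.0251), while AMY3 had 0.05 (adjusted p = 1.00). The correlation over BINs in Figure 6 rests on numbers of ESTs per BIN and was not computed, since the sheets for PvTIFY-OE are empty in the copy at hand. Sheets selected on these arrays are not independent evidence of direction with either label.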

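On the arrays labelled PvTIFY-RNAi, ribosomal proteins fell in 9 of 14 ESTs and none rose (10 and 1 when adjusted over the list alone), with L10 (CV543054) at -1.86 (adjusted p = 0.000600), S23 (TC12288) at -1.29 (adjusted p = 0.000656) and L14 (TC14174) at least 2.80-fold lower (adjusted p = 3.20e-05). Histones fell in 5 of 6 ESTs, for example the H2A variant HTA11 (TC11328, log2 fold change -1.44, SE 0.13, adjusted p = 3.66e-05) and histone H3 (TC13898, -1.86, adjusted p = 0.000334). Both lists were called lower (adjusted p = 0.00656 for each with an estimated correlation). One sheet behind the lists holds ESTs given as up with PvTIFY-RNAi under -P, a ratio over C that favours low values in C. In that sheet 78 of 144 ESTs were called lower in C and 1 higher, and all 5 ESTs of its BIN 28 are histones. With PvTIFY-OE, histones rose in 3 of 6 ESTs and none fell, HTA11 by 0.80 (adjusted p = 0.0156). Nodulin-type transporters rose in 3 of 9 ESTs with PvTIFY-RNAi, for example the MtN3-type sugar transporter TC14349 (1.81, adjusted p = 1.96e-05), and 2 of 4 aquaporins, water channels, fell, one being PIP1C (TC8453, -1.10, adjusted p = 0.00335). In the sheet up in PvTIFY-RNAi/EV, the BINs with the most ESTs besides the unassigned were transport (BIN 34), with 81 ESTs of which 44 were called up and 4 down, and proteins (BIN 29), with 76 of which 43 and 1 were. Miscellaneous enzyme families (BIN 26) had 47 ESTs, with 22 called up and 2 down. Development (BIN 33) had 20 ESTs, of which 11 were called up. Unassigned ESTs (BIN 35) numbered 72, with 30 called up and 1 down. Each direction is that of the labels, which the *PvTIFY10C* signal contradicts, and lists made from these samples give no independent evidence of it.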

Besides the “not assigned” BIN 35, the BINs that included the highest number of oppositely-regulated genes in *PvTIFY10C*-silenced roots (up-regulated) vs. over-expressing roots were: proteins (BIN 29), which included the sub-BINs synthesis, targeting, degradation, post-translational modification; RNA (BIN 27), which included processing, transcription, regulation of transcription; transport (BIN 34), which included extra- and intra-cellular transport processes; development (BIN 33), which included storage proteins; miscellaneous enzyme families (BIN 26), which included gluco-, galacto- and mannosidases, nitrilases, glutathione S transferases, peroxidases; signaling (BIN 30), which included receptor kinases, MAP kinases, G-proteins; and stress (BIN 20), which included biotic and different abiotic stresses (Figure 6). The cell processes shown in Figure 5 were included in those BINs with large numbers of oppositely-regulated genes as shown in Figure 6.

**Figure 6:**
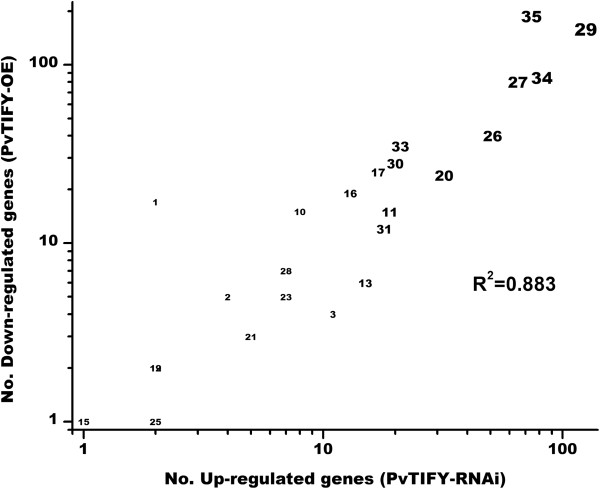
**Correlation between the genes up-regulated in PvTIFY-RNAi and down-regulated in PvTIFY-OE transgenic roots.** ESTs significantly up-regulated in PvTIFY-RNAi/EV or down-regulated PvTIFY/EV expression ratios were considered. Data were extracted from the MapMan [37] Venn diagram workflow visualization (threshold fold change [log_2_] of 0.1 or −0.1). The bubble chart was constructed using the row numbers of functional categories (BINs). The size of the numbers denotes number of ESTs showing a significance response at the selected amplitude (≥ 0.1).

The transcript profile reprogramming observed in PvTIFY-RNAi *vs*. PvTIFY-OE roots from our MapMan analysis of microarray data strongly supports the role of *PvTIFY10C* as a global transcriptional regulator. This TF could regulate, directly or indirectly, the transcription of genes involved in relevant processes such as regulation at the RNA and protein levels as well as different signaling pathways, responses to stress, development and pathways of the primary metabolism (Figures 5 and 6). 

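By label, the listed transcription factors were higher in roots with PvTIFY-RNAi than with PvTIFY-OE, and the listed ribosomal proteins and histones lower. *PvTIFY10C* itself was higher with the label PvTIFY-RNAi. Transcription factors were higher with the label PvTIFY-RNAi than with PvTIFY-OE in 50 of 57 ESTs and signaling genes in 7 of 12. Heat shock genes were higher in 5 of 6 and trehalose synthases in all 5. So were 4 of the 6 ESTs in the JA biosynthesis list, which also holds the salicylic acid regulator EDS1. Ribosomal proteins were lower in 10 of 14 and histones in 5 of 6. The bZIP factor BZIP63 (TC9248), which acts in the response to low energy, was higher by 3.21 (adjusted p = 1.72e-07) on the log2 scale, MYB59 (TC15547) by 2.29 (adjusted p = 5.55e-07) and the NAC factor ANAC047 (TC8836) by 2.41 (adjusted p = 2.46e-07). Pyruvate decarboxylase PDC2 (TC18296), an enzyme of fermentation, was lower (-2.76, adjusted p = 1.95e-07), as was the brassinosteroid synthesis enzyme DIM (TC18895, -2.64, adjusted p = 3.64e-07). These lists were chosen on the same samples and are not independent evidence of direction, and the arrays labelled PvTIFY-RNAi C, the ones that stand apart, enter every value. The ratios of the sheet up in PvTIFY-RNAi/EV, a source of the lists, are matched with a PvTIFY-RNAi C array in the numerator and a PvTIFY-OE C array as denominator. For ESTs from that sheet this contrast is thus in part the selection itself. In the reprogramming of transcript profiles in PvTIFY-RNAi and PvTIFY-OE roots, the paper sees strong support for *PvTIFY10C* as a global transcriptional regulator. It states that the factor could regulate these processes directly or indirectly.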

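Among the ESTs called up on the arrays labelled PvTIFY-RNAi, 73.0% had a log2 fold change below 0 on those labelled PvTIFY-OE, and among those called down 62.1% lay above 0. Both comparisons share the EV array, which alone favours the same sign (r = 0.667 in the simulations). No such share was computed for unchanged groups. MIOX5 (TC10853, adjusted p = 0.00393 with PvTIFY-OE) and STZ (TC13257, adjusted p = 0.0255) passed the test in both comparisons, while BIN2 (TC10442, 0.23, adjusted p = 1.00) and HAP2C (TC13995, -0.17, adjusted p = 1.00) did not differ detectably from EV with PvTIFY-OE. Among genes that fell with PvTIFY-RNAi, HTA11 (TC11328, adjusted p = 0.0156) rose with PvTIFY-OE, and the peroxidase RCI3 (TC20143) had 0.29 (adjusted p = 1.00). Up-regulated ESTs were 42.8% of all called with PvTIFY-RNAi, and 34.0% with PvTIFY-OE. When the arrays were quantile normalized within each condition, up-regulated ESTs were 33.7% of those called with PvTIFY-RNAi, and with the same median per array 59.0%. All directions rest on the labels, while the probe of *PvTIFY10C* was highest on the arrays labelled as silenced.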

The majority of differentially expressed genes were up-regulated in *PvTIFY10C*-silenced roots and showed opposite regulation in over-expressing roots (Figures 5 and 6), thus indicating a main role for this TF as a repressor, either directly, as has been shown for *Arabidopsis* JA-regulated transcription [17-19], or indirectly through interaction with other transcriptional regulators.

### *PvTIFY* transcriptional regulation in the response to P-deficiency

Low P availability is a major constraint for plant growth [27]. It has been demonstrated that at least five TFs regulate the *Arabidopsis* response to P-deficiency at the level of transcription; PHR1 (from the MYB family), WRKY75, ZAT6, BHLH32 and MYB62 [61-65]. In previous studies, we identified some 50 TFs that responded to P-deficiency in common bean, including PvTIFY TFs [5,6]. Through reverse genetics we demonstrated the role of PvPHR1 in P-deficiency signaling in common bean roots [45]. In addition, JA signaling has been implicated in the *Arabidopsis* root tip response to P-starvation [26]; gene expression and physiological analyses of the *lpi4* mutant revealed that JAZ (TIFY family) genes and JA biosynthesis genes were down-regulated. These observations and characterization of physiological/phenotypic responses in *lpi4 vs.* WT plants indicated that changes in redox status, mediated by JA and ethylene, play an important role in the primary root meristem exhaustion process triggered by P-starvation [26]. In this work, we explored the possible involvement of *PvTIFY* in the transcriptional regulation of the bean root response to P-starvation through transcriptome analysis.

We assessed the response of *PvTIFY* genes from different sub-families to –P through qRT-PCR expression analysis (Figure 7A). Similarly to the analysis of *PvTIFY* gene responses to Me-JA shown in Figure 3A, each gene sub-family’s response to –P was assayed based on the assumption that the high similarity of members within a given sub-family indicates similar gene regulation and function [10,17,18,60]. *PvTIFY* gene expression was determined in the roots of common bean plants grown for 25 d in –P conditions (Figure 7A). The *PvTIFY* genes from sub-families 4, 5, 10 and 11 were induced in P-deficient bean roots, while genes from *PvTIFY2* and *7* were slightly repressed (Figure 7A). These results were in agreement with the induction of TC34164 (encoded by *PvTIFY10C)* in − P bean roots of 21-day-old plants grown in pots with vermiculite under low P conditions [5]. Comparison of the data presented in Figures 3A and 7A indicated a similar response for each *PvTIFY* gene subfamily to the different elicitors (Me-JA and –P). Sub-families 5, 10 and 11 showed a strong response to both elicitors; *PvTIFY5* showed the highest response to Me-JA and *PvTIFY11* to –P (Figures 3A and 7A), thus indicating the importance of these PvTIFY sub-families in responses to environmental cues. PvTIFY genes from subfamilies 2 and 7 showed weaker responses, with a tendency to be repressed in the –P treatment (Figure 7A). *Arabidopsis TIFY5* (*JAZ7, JAZ8*), *TIFY10* (*JAZ1, JAZ2*) and *TIFY11* (*JAZ5, JAZ6*) were highly induced by JA elicitation [17] and *TIFY10* and *11* were also highly induced upon pathogen challenge [60]. In soybean, both *G. soja* and *G. max Gs/GmTIFY10* and *11* genes were highly induced in response to bicarbonate stress [10].

**Figure 7:**
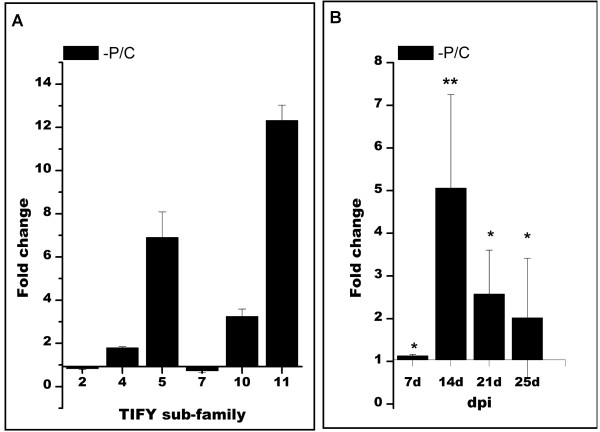
**Expression of *PvTIFY *genes in response to P-deficiency.***n*-Fold expression of *PvTIFY* genes from different subfamilies (**A**) and the *PvTIFY10C* gene (**B**) in common bean roots of plants grown in P-deficient conditions (−P) compared with roots from C plants (full-nutrient conditions). **A** Expression of *PvTIFY* genes was determined in roots from plants grown for 25 days. **B***PvTIFY10C* expression was determined in roots at different stages of development, as indicated (d = days after planting). Values represent the average of three biological replicates. Asterisks represent significantly different means compared with the control conditions, according to statistical analysis (*p* < 0.05).

We then analyzed the *PvTIFY10C* gene expression in P-stressed bean roots at different developmental stages. This experiment was conducted under the same plant growth conditions used throughout this work, hydroponics with nutrient media deprived of P, which differed from the conditions we used previously [5]. An increase in *PvTIFY10C* expression level was observed in − P roots at both earlier (7–14 d) and later (21–25 d) developmental stages (Figure 7B).

Based on our microarray data, we analyzed whether genes encoding enzymes for JA biosynthesis were differentially expressed in − P control (EV) roots. 

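None of the JA biosynthesis ESTs measured here passed limma's test in P-deficient EV roots. Lipoxygenase LOX1, which opens the oxylipin pathway, had log2 fold changes (-P against C) of 0.08 (TC11668, adjusted p = 1.00), -0.23 (CX129680, adjusted p = 1.00), 0.34 (TC15152, adjusted p = 1.00) and 0.90 (TC8433, adjusted p = 0.429). Allene oxide synthase (AOS), the next enzyme of the pathway, had -0.06 (TC10017, adjusted p = 1.00) and -0.74 (TC15016, adjusted p = 0.223). Allene oxide cyclase 4 (AOC4, CV542663) had a log2 fold change of 0.37 (SE 0.25, adjusted p = 1.00). No EST annotated as LOX2, AOC2 or OPR2 was found in the annotation used here, which covers the ESTs listed in Additional files 5 and 6 and in the text. Of the 6 ESTs in the JA biosynthesis list, 1 had an unadjusted p under 0.05, and the median log2 fold change of the list was 0.01 (adjusted p = 0.821 with an estimated correlation). Under -P, AOC4 rose on the arrays labelled PvTIFY-RNAi (log2 fold change 1.63, SE 0.21, adjusted p = 0.000201) and AOS (TC10017) on those labelled PvTIFY-OE (log2 fold change 0.90, SE 0.15, adjusted p = 0.00188). Of the list, 1 rose and 2 fell with PvTIFY-RNAi (median -0.25), and 2 rose and 1 fell with PvTIFY-OE. The list also holds the salicylic acid regulator EDS1 (TC13450), picked by its keywords. EDS1 is among those that fell with PvTIFY-RNAi and among those that rose with PvTIFY-OE. EV in C is 1 array, and in simulated data of this design 8% of changes of 0.5 on the log2 scale and 90% of changes of 1 were called, so slight changes would not be detected.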

ESTs annotated as lipoxygenase LOX1 and LOX2, allene oxide cyclase 2 (AOC2) and 12-oxophytodienoate reductase (OPR2), which catalyze the first, third and fourth steps of the JA biosynthetic pathway, respectively, showed a slight up-regulation in P-deficient common bean roots. While other transcriptome analyses of *Arabidopsis* roots from plants under P-starvation did not detect significant induction of JA biosynthetic genes [66-68], Chacón-López et al. reported the induction of these genes after analyzing global gene expression exclusively in the root tip, the part of the root that senses P-starvation [26]. Our analysis in common bean used the whole root system, so higher induction of the JA biosynthetic genes might be detected in the root tip.

To investigate whether *PvTIFY10C* acts as a transcriptional regulator of the response to P stress, we analyzed the transcript profile of bean roots under P-deficiency to detect − P-responsive genes. 

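Genes of the P-starvation response rose in EV roots under -P: of 11 ESTs, 7 were called up and none down, with a median log2 fold change of 1.87 (adjusted p = 0.00363 with an estimated correlation). Phosphate transporters of the PHT1 family, which take up phosphate at the root surface, rose (FE706698, log2 fold change 2.49, SE 0.24, adjusted p = 0.000319, and TC13829, 2.07, adjusted p = 7.92e-05), as did the SPX-domain phosphate sensor TC10331 (2.12, adjusted p = 3.16e-05). Purple acid phosphatase PAP7 (TC16649), which frees phosphate from organic compounds, was at least 6.41-fold higher (adjusted p = 5.79e-05), and a glycerophosphodiester phosphodiesterase (TC19168) that degrades phospholipids rose by 2.16 (adjusted p = 0.000413). The nuclease ENDO2 (EG594350, log2 fold change 2.80, SE 0.15, adjusted p = 4.28e-06) and cytochrome P450 CYP78A9 (FE694200, 2.73, adjusted p = 5.36e-06) rose further than most. Among ESTs that fell were TC13121 (-2.81, adjusted p = 4.28e-06) and TC15443 (-2.60, adjusted p = 4.28e-06), which have no annotation, a lipid-transfer-type inhibitor (TC11889, -1.30, adjusted p = 0.0123), a protein phosphatase 2C (CV543576, -1.28, adjusted p = 0.00101) and CYP72A15 (TC9244, -1.22, adjusted p = 0.00101). In all, 77 ESTs were called up and 22 down in EV roots, 2029 and 1615 in those labelled PvTIFY-RNAi, and 1147 and 1481 in those labelled PvTIFY-OE. The balance of the calls depended on normalization: with the same median per array the counts up and down were 8 and 1 in EV, 915 and 399 with PvTIFY-RNAi and 105 and 362 with PvTIFY-OE, and with quantile normalization within each condition 164 and 17, 3273 and 1242, and 543 and 2291. The changes called above were about as large with the same median, at a median of 1.48 after 1.29 in EV, 0.80 after 0.75 with PvTIFY-RNAi and 0.72 after 0.76 with PvTIFY-OE, and calls were lost as the median SE rose from 0.17 to 0.31, 0.14 to 0.23 and 0.14 to 0.23. P-starvation ESTs rose with the label PvTIFY-RNAi in 8 of 11 with 1 lower (adjusted p = 0.0373 with an estimated correlation) and with PvTIFY-OE in 10 with none lower. Their list was drawn from annotations of ESTs the study had chosen on these samples, so its direction is not independent evidence. Roots of composite plants grown without phosphate (-P) gave 2 arrays for each construct and those grown with it (C) 2, or 1 for EV. In C *PvTIFY10C* contradicts the construct labels, while in -P none of its differences between constructs passed the test. The -P response was fitted within each construct in the same limma model, and over the 3 constructs together with construct as a term. Over the constructs, 221 ESTs were called up and 60 down. Of the 6 arrays in -P, 4 are on a series of chips that holds no array in C, so that chip series and -P are partly confounded, and within the other series 47 ESTs were called up and 3 down. With the series as a term in the model 38 ESTs were called. For PvTIFY-OE both -P arrays are on one series and both C arrays on the other, so that its response cannot be parted from the series within the construct, and 1006 ESTs were called with that term.

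**Figure D4:**
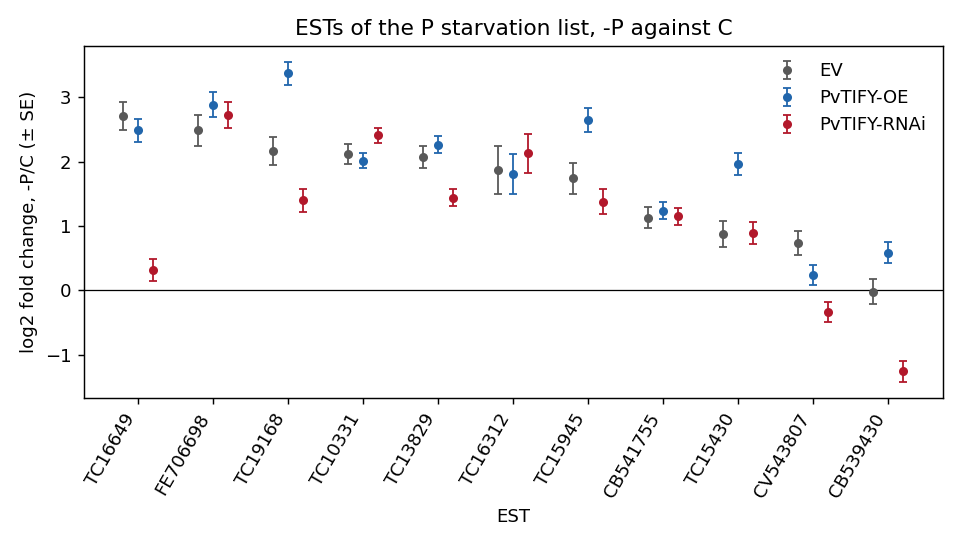
Log2 fold change (-P against C) of each P-starvation EST in EV roots and in roots labelled PvTIFY-RNAi and PvTIFY-OE. Each point is 1 EST and bars are standard errors, and most ESTs lie above 0 with all 3 constructs.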

We hypothesized that genes that are transcriptionally regulated—directly or indirectly—by *PvTIFY10C*, would show opposite expression patterns in silenced vs. control (transformed with EV) roots from composite plants growing under − P conditions. *PvTIFY10C* would act as a transcriptional activator of genes that showed induction in control roots and repression in silenced roots and conversely, would act as a transcriptional repressor of genes that showed down-regulation in control and over-expressing roots and induction in silenced roots under P-deficiency. We also analyzed gene expression responses to P-deficiency in transgenic roots over-expressing *PvTIFY10C*; we assumed that genes that are regulated by *PvTIFY10C* would show a similar trend, up- or down-regulation, as the control roots, although perhaps with increased transcript levels.

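Alanine-glyoxylate transaminases, enzymes of photorespiration, fell under -P on the arrays labelled PvTIFY-RNAi (TC15378, log2 fold change -2.92, SE 0.12, adjusted p = 5.03e-08, and CV537351, -2.27, adjusted p = 5.08e-07), and their values in EV roots were -0.05 (adjusted p = 1.00) and 0.18 (adjusted p = 1.00). With PvTIFY-OE, CV537351 rose (1.55, adjusted p = 1.81e-05) and TC15378 had 0.22 (adjusted p = 0.384). The cold-regulated membrane protein WCOR413 (TC17916) rose in EV (log2 fold change 1.01, SE 0.15, adjusted p = 0.0107) and with PvTIFY-OE (1.32, adjusted p = 3.04e-05), and had -0.16 (adjusted p = 0.506) with PvTIFY-RNAi, where it was called at 0.39 with quantile normalization within each condition. The sheet of Additional file 6 to which they belong has 96 distinct ESTs, of which 86 were above 0 in EV, 89 below 0 with the label PvTIFY-RNAi, 79 both, and 87 (90.6%) above 0 with PvTIFY-OE. Past the test were 3 in EV, 54 with PvTIFY-RNAi, 54 with PvTIFY-OE, and 1 in EV and PvTIFY-RNAi together. The difference of the -P responses of PvTIFY-RNAi and EV passed the test for 58. In C, whose arrays are the reference of these responses, 49 of the 96 were higher on the arrays labelled PvTIFY-RNAi than on the EV array. There 1 was lower, and the median log2 fold change was 0.85. A list chosen for opposite -P responses favours such a difference in C. As the sheet was selected on these arrays, it is not independent evidence of its own signs, and the labels run against *PvTIFY10C*. Over all ESTs tested, 3 were called up in EV and down with PvTIFY-RNAi, where independent lists would give 4.12, and 65 were called up in both, where they would give 5.18.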

MapMan statistical analysis (corrected *P* values < 0.05; threshold fold change [log_2_] of 0.1 or −0.1) of microarray data from EV − P/C and PvTIFY-RNAi –P/C revealed a total of 98 ESTs that were up-regulated in control and down-regulated in silenced roots; 91% of these ESTs were also up-regulated in over-expressing roots (Additional file 6). 

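Histone H4 (TC14696) fell under -P in EV roots (log2 fold change -0.95, SE 0.17, adjusted p = 0.0351) and on the arrays labelled PvTIFY-OE (log2 fold change -1.87, SE 0.14, adjusted p = 5.30e-06), and rose on those labelled PvTIFY-RNAi (log2 fold change 1.14, SE 0.14, adjusted p = 0.000134). The H2A variant HTA11 (TC11328) did likewise, with -0.79 (adjusted p = 0.0218) in EV, -1.24 (adjusted p = 1.66e-05) with PvTIFY-OE and 1.47 (adjusted p = 2.14e-06) with PvTIFY-RNAi. The 60S ribosomal protein L8 (TC17981) had -0.75 (adjusted p = 0.375) in EV, fell with PvTIFY-OE (-0.75, adjusted p = 0.0153) and had 0.52 (adjusted p = 0.0739) with PvTIFY-RNAi. A second sheet of Additional file 6 holds 144 distinct ESTs, of which 116 were below 0 in EV, 129 above 0 with the label PvTIFY-RNAi, 104 both, and 116 (80.6%) below 0 with PvTIFY-OE. The test was passed by 8 in EV, by 90 with PvTIFY-RNAi and by the same 8 in both, and with PvTIFY-OE by 88 below 0 and 10 above. For 87 the -P responses of PvTIFY-RNAi and EV differed in the test. In C, 78 of the 144 were lower on the arrays labelled PvTIFY-RNAi than on the EV array and 1 was higher, with a median of -0.90, and by label these are the arrays on which *PvTIFY10C* is highest. Across all ESTs, which are not independent replicates, the fold changes of PvTIFY-RNAi against EV in C and of PvTIFY-RNAi between -P and C had a Pearson r of -0.815, and simulated unchanged groups that share the same arrays gave -0.408. Over all ESTs tested, 12 were called down in EV and up with PvTIFY-RNAi (1.48 for independent lists) and 7 down in both. Selection on these samples leaves the sheet without independent evidence of its signs.

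**Figure D5:**
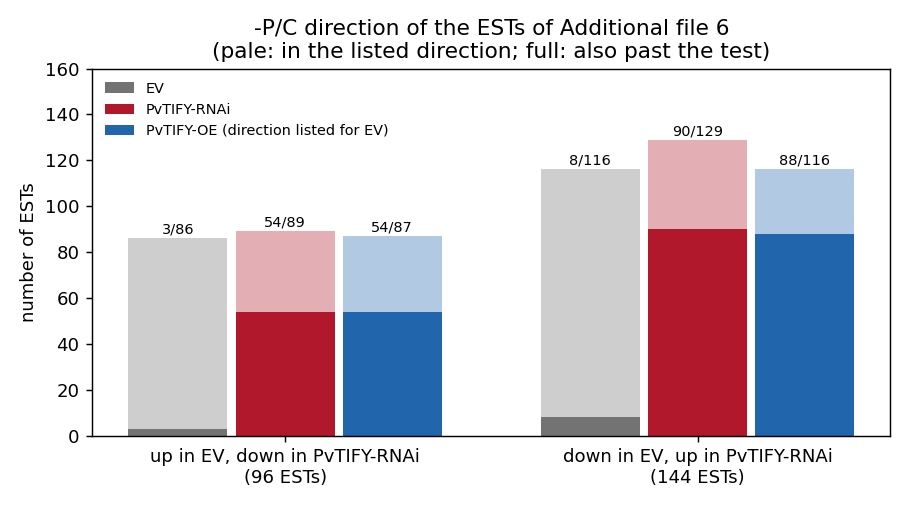
Number of ESTs of each sheet of Additional file 6 whose -P against C change had the listed direction (pale) and also passed limma's test (full), by labelled construct, with PvTIFY-OE counted in the direction listed for EV. Most ESTs have the listed sign, and in EV few pass the test.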

Another 148 ESTs were down-regulated in control and up-regulated in silenced roots; 83% of these were also down-regulated in over-expressing roots (Additional file 6). Both sets included genes from different categories known to be related to P-deficiency responses in common bean and other plants [5,6,66-72].

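In the sheet of 96 ESTs listed as up in EV and down with PvTIFY-RNAi under -P, metabolism was the largest group. Of its 27 ESTs in metabolic BINs, 20 fell on the arrays labelled PvTIFY-RNAi and 17 rose on those labelled PvTIFY-OE. Carbon metabolism accounts for 13 of them, with 9 lower and 7 higher. Outside the sheet, starch-degrading AMY3 (TC14100) fell with PvTIFY-RNAi (log2 fold change -2.80, SE 0.11, adjusted p = 4.51e-08) and rose with PvTIFY-OE (1.61, adjusted p = 3.03e-06), and its value in EV was 0.36 (adjusted p = 1.00). Amino acid metabolism (BIN 13) has 8 ESTs, 7 lower with PvTIFY-RNAi and 5 higher with PvTIFY-OE. Of 12 transport ESTs (BIN 34), 8 were lower and 7 higher, and of 8 protein ESTs (BIN 29) 6 and 3. Stress (BIN 20) has 6 ESTs, of which 2 were lower, 4 were higher and 1 rose in EV, and miscellaneous enzymes (BIN 26) have 7, of which 4 and 4 moved. RNA (BIN 27) has 7 ESTs, with 2 lower and 3 higher. Trehalose synthases, outside the sheet's own selection but drawn from the same files, fell with PvTIFY-RNAi in all 5 ESTs, for example TPS6 (TC14211, log2 fold change -1.57, SE 0.17, adjusted p = 4.32e-05), and rose with PvTIFY-OE in 3, for example TPS8 (TC9564, 1.09, adjusted p = 0.000200). In EV roots no trehalose synthase passed limma's test, and 0 had an unadjusted p under 0.05. The arrays labelled PvTIFY-RNAi C, which stand apart, are the reference of each decrease, a sheet made from these arrays gives no independent evidence of direction, and the *PvTIFY10C* probe contradicts the labels.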

The most abundant categories of genes that were up-regulated in control and over-expressing − P roots and down-regulated in silenced − P roots were those related to central metabolism (BINs 2 and 3: major and minor CHO, BIN 4: glycolysis, BIN 5: fermentation, BIN 6: gluconeogenesis/glyoxylate cycle, BIN 8: TCA/organic acid transformations, BIN 13: amino acid metabolism, BIN 23: nucleotide metabolism), stress/defense (BIN 16: secondary metabolism, BIN 20: stress, BIN 22: polyamine synthesis, BIN 26: miscellaneous enzyme activities), RNA (BIN 27), DNA (BIN 28) or protein (BIN 29) regulation, and transport (BIN 34). Genes from these categories are considered relevant to plant responses/adaptation to P-starvation [5,6,66-72]. 

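Trypsin and protease inhibitor TC10263, a defense protein, rose under -P on the arrays labelled PvTIFY-OE (log2 fold change 3.83, SE 0.15, adjusted p = 3.84e-08), and had -0.56 (adjusted p = 0.617) in EV and -0.27 (adjusted p = 0.308) with PvTIFY-RNAi, where it was called at 0.67 with quantile normalization within each condition. Glutathione S-transferase GSTU25 (TC14044) rose with PvTIFY-OE (log2 fold change 2.91, SE 0.18, adjusted p = 1.63e-06), fell with PvTIFY-RNAi (-0.84, adjusted p = 0.00938) and had 0.31 (adjusted p = 1.00) in EV. Cell wall invertase (TC8333) rose with PvTIFY-OE (1.41, adjusted p = 0.000128) and fell with PvTIFY-RNAi (-0.82, adjusted p = 0.00425), and cytochrome P450 CYP705A2 (TC17341) rose with PvTIFY-OE (0.99, adjusted p = 0.0314) with 1.12 (adjusted p = 0.390) in EV. The lipase-like EDS1 (TC13450) fell with PvTIFY-RNAi (-0.91, adjusted p = 0.000349) and rose with PvTIFY-OE (0.80, adjusted p = 0.00120). Table 1 lists 20 genes as induced, measured by 28 ESTs. In EV roots 18 of the 20 genes had a mean above 0, and 1 of the 28 ESTs passed the test. With the label PvTIFY-OE all 20 were above 0 and 19 ESTs passed, and with PvTIFY-RNAi 18 were below 0 and 15 ESTs passed. No EST passed in a direction other than that listed. Both sets of values are by label, against which *PvTIFY10C* runs in C, and the table was chosen on these samples. For PvTIFY-OE the response cannot be parted from the chip series.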

Table 1 shows examples of genes that were up-regulated both in control and over-expressing roots, though only half of them showed higher expression in over-expressing roots, indicating that transcriptional changes were more evident in silenced roots. Several pathways of central metabolism are activated under P-deficiency, these mainly include alternative metabolic routes that use pyrophosphate and prevent excessive P utilization. We found that genes encoding enzymes such as phosphoenolpyruvate carboxylase and malate dehydrogenase were induced in –P common bean roots (Table 1); these are key genes that participate in alternative metabolic routes up-regulated under P-stress [71]. 

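The ESTs listed in Table 1 as phosphoenolpyruvate carboxylase are annotated in Additional file 6 as the carboxykinase PCK2, the enzyme of gluconeogenesis, and none passed limma's test in P-deficient EV roots. Their log2 fold changes in EV were 0.40 (TC12305, adjusted p = 1.00), 0.38 (FE897651, adjusted p = 1.00) and 0.24 (FE711062, adjusted p = 1.00). On the arrays labelled PvTIFY-RNAi all fell, TC12305 at -1.56 (adjusted p = 0.000213), FE897651 at -3.09 (adjusted p = 1.19e-07), and FE711062 at least 2.23-fold lower (adjusted p = 1.79e-05). With the label PvTIFY-OE, FE897651 rose (log2 fold change 0.69, SE 0.15, adjusted p = 0.0106), and TC12305 had 0.60 (adjusted p = 0.103). The EST listed as malic enzyme, NADP-ME4 (TC19528), which turns malate into pyruvate, had a log2 fold change of 0.45 (SE 0.15, adjusted p = 0.682) in EV, rose with PvTIFY-OE (1.01, adjusted p = 0.000189) and fell with PvTIFY-RNAi (-0.71, adjusted p = 0.00165). In C, TC12305 (1.19, adjusted p = 0.0121), FE711062 (1.21, adjusted p = 0.000796) and TC19528 (1.09, adjusted p = 0.000656) were higher on the arrays labelled PvTIFY-RNAi than in EV. The 1 EV array in C limits each EV value, and *PvTIFY10C* runs against the construct labels.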

We propose that the expression of these genes is controlled by *PvTIFY10C* (Table 1). Pathways of carbon metabolism, such as those shown in Table 1, feed the TCA cycle and participate in organic acid biosynthesis; organic acid root exudation to increase P acquisition from the rhizosphere is an important and widespread P-stress response in plants [73,74]. 

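Phosphatases and transporters listed in Table 1 passed the test mainly on the arrays of the modified roots, by labels that the *PvTIFY10C* probe contradicts, while some changes in EV were as large and rest on 1 array in C. The inorganic pyrophosphatase TC9801 rose with PvTIFY-OE (log2 fold change 0.87, SE 0.12, adjusted p = 0.000560) and had 0.44 (adjusted p = 0.767) in EV and -0.27 (adjusted p = 0.209) with PvTIFY-RNAi. Another pyrophosphatase EST (CV543233) rose in EV (log2 fold change 1.49, SE 0.14, adjusted p = 0.000233) and with PvTIFY-OE (2.58, adjusted p = 1.25e-07). The inositol-polyphosphate phosphatase IP5PII, which ends inositol phosphate signals, had 0.64 (TC17029, adjusted p = 0.182) and 0.77 (TC18885, adjusted p = 0.293) in EV, and TC17029 rose with PvTIFY-OE (0.49, adjusted p = 0.0258). PHO1 (CV543807), which loads phosphate into the xylem, did not pass the test with any construct, at 0.73 (adjusted p = 0.281) in EV, -0.34 (adjusted p = 0.212) with PvTIFY-RNAi and 0.23 (adjusted p = 0.527) with PvTIFY-OE. The ABC transporter PDR12 rose with PvTIFY-OE (TC15570, 0.98, adjusted p = 0.00343, and TC9579, 1.63, adjusted p = 1.35e-05), and TC9579 fell with PvTIFY-RNAi (-0.46, adjusted p = 0.0457). Protein phosphatase 2C (TC8583) fell with PvTIFY-RNAi (-0.72, adjusted p = 0.00272) and had 0.10 (adjusted p = 1.00) in EV. Other genes of phosphate acquisition rose with all constructs, such as PHT1-type FE706698 (2.72, adjusted p = 2.11e-06 with PvTIFY-RNAi and 2.88, adjusted p = 2.97e-06 with PvTIFY-OE), purple acid phosphatase PAP27 (CB541755, 1.13, adjusted p = 0.00821 in EV and 1.15, adjusted p = 8.99e-05 with PvTIFY-RNAi) and the SPX protein TC15945 (1.74, adjusted p = 0.00533 and 1.38, adjusted p = 0.000415). PAP7 (TC16649) rose with PvTIFY-OE (2.48, adjusted p = 3.21e-06) but had 0.32 (adjusted p = 0.311) with PvTIFY-RNAi.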

Proteins that are important for P acquisition and turnover such as phosphatases and transporters were also found to be induced in control and over-expressing –P roots and down-regulated in *PvTIFY10C*-silenced roots (Table 1). The complex responses of plants to P-stress require major changes in signaling/regulation processes that occur at different levels and transcriptome analyses in different plants have identified a plethora of putative signaling and regulatory genes that could be involved in P-stress signaling [66-72]. We found several genes that were up-regulated in control and over-expressing P-stressed roots that might be related to regulation at the DNA, RNA and protein levels (Table 1, Additional file 6). These included TFs from gene families that were characterized as − P-responsive in common bean roots [6]. 

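The listed transcription factors did not pass the test in EV roots: the CCAAT-binding factor TC11100 had a log2 fold change of 0.68 (adjusted p = 0.744), the homeobox factor ATHB6 (TC18879) 0.72 (adjusted p = 0.0977) and the AP2-domain factor TC17374 0.23 (adjusted p = 1.00). With PvTIFY-OE, TC17374 (log2 fold change 1.03, SE 0.19, adjusted p = 0.00396) and ATHB6 (0.48, adjusted p = 0.0267) rose, and on those labelled PvTIFY-RNAi ATHB6 fell (log2 fold change -0.52, SE 0.12, adjusted p = 0.0133). Protein kinase APK2A (TC8739) had 0.27 (adjusted p = 1.00) in EV and 0.64 (adjusted p = 0.0658) with PvTIFY-OE. Of the 57 ESTs in the list of transcription factors, 1 rose in EV under -P, a MYB factor of the GARP type (TC18030, log2 fold change 1.23, SE 0.14, adjusted p = 0.00122), and the list was not called (adjusted p = 0.0563 with an estimated correlation). With PvTIFY-OE, 40 rose and none fell, among them STZ (TC13257, 1.76, adjusted p = 2.97e-06), the ethylene-responsive factor TC8812 (2.08, adjusted p = 5.88e-07) and WRKY33 (TC11069, 1.38, adjusted p = 1.71e-05). The -P and C arrays of PvTIFY-OE lie on different chip series, from which this response cannot be parted. With PvTIFY-RNAi, 32 fell and 2 rose, MYB59 (TC15547) falling most (-3.15, adjusted p = 9.47e-08). Of the 32 that fell, 31 were called higher than in EV on the arrays labelled PvTIFY-RNAi C, which stand apart, and the direction of a list chosen on these samples is not independent evidence.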

We propose that *PvTIFY10C* acts as a negative regulator of the genes that were repressed in − P control and PvTIFY-OE bean roots and showed opposite regulation in PvTIFY-RNAi roots, such as those participating in carbon metabolic pathways, phosphate turnover, transport and regulation listed in Table 1 and Additional file 6.

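*PvTIFY10C* (TC9869) had a log2 fold change of 0.59 (SE 0.23, adjusted p = 1.00) under -P in EV roots, rose on the arrays labelled PvTIFY-OE (0.97, adjusted p = 0.00597) and fell on those labelled PvTIFY-RNAi (-0.70, adjusted p = 0.0321). Its response with the label PvTIFY-RNAi differed from that in EV by -1.29 (adjusted p = 0.0298). Within -P its difference from EV did not pass the test, with -0.29 (adjusted p = 1.00) for PvTIFY-RNAi against EV and -0.58 (adjusted p = 0.153) for PvTIFY-OE against EV. The response of the carboxykinase FE897651 differed by -3.48 (adjusted p = 1.04e-05). In all, the -P responses of PvTIFY-RNAi and EV roots differed in 1364 ESTs, 766 of them upward and 598 downward. Transcription factors differed downward in 27 of 57 and trehalose synthases in 4 of 5. Compared within -P, where the arrays of PvTIFY-RNAi C play no part, PvTIFY-RNAi and EV differed in 203 ESTs, and 15 of the 96 listed ESTs were lower with PvTIFY-RNAi and none higher, a comparison chosen after seeing the data on ESTs that were themselves listed from these samples. With the same median per array the difference of responses was called for 56 ESTs, as the median SE of the 1364 rose from 0.22 to 0.38 while their median size was 1.25 after 1.24. From the opposite responses of PvTIFY-RNAi roots and of EV and PvTIFY-OE roots under -P, the paper proposes that *PvTIFY10C* regulates these genes.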

**Table 1:** Selected P-responsive genes identified by microarray analysis

			**Normalized fold change (log 2) -P/C**		
**Gene**	**BinName**	**ID a**	**EV**	**PvTIFY-RNAi**	**PvTIFY-OE**
**Induced in control roots and repressed in PvTIFY-RNAi roots**					
Cell wall invertase	Major CHO	TC8333	0.132	−0.076	0.196
Seed imbibition, hydrolase	Minor CHO	EC997013, CV535625, EC911359	0.158	−0.053	0.160
Phosphoenolpyruvate carboxylase	Gluconeogenesis/ glyoxylate cycle	TC12305, FE897651, FE711062	0.140	−0.120	0.069
Malic enzyme	TCA / org. Transformation	TC19528	0.120	−0.038	0.122
Alanine-glyoxylate transaminase	Amino acid metabolism	EC911309, CV537351, TC15378	0.112	−0.095	0.189
Inorganic diphosphatase/ pyrophosphatase	Nucleotide metabolism	TC9801	0.102	−0.021	0.099
Signal transducer/ triacylglycerol lipase	Stress	TC13450	0.108	−0.067	0.113
Cold regulated 413 plasma membrane 1	Stress	TC17916	0.164	−0.012	0.151
Trypsin and protease inhibitor family protein	Stress	TC10263	0.142	−0.010	0.413
Cytochrome P450 /CYP705A2)	Miscellaneous enzyme families	TC17341	0.149	−0.024	0.125
Glutathione S-transferase	Miscellaneous enzyme families	TC14044	0.199	−0.023	0.375
inositol-polyphosphate 5-phosphatase	DNA	TC17029, TC18885	0.145	−0.002	0.064
CCAAT-binding transcription factor (CBF-B/NF-YA) family protein	RNA	TC11100	0.102	−0.036	0.057
AP2 domain-containing TF	RNA	TC17374	0.103	−0.046	0.123
Homeobox protein 6	RNA	TC18879	0.120	−0.023	0.058
Protein phosphatase 2C, putative	Protein	TC8583	0.110	−0.045	0.045
Protein kinase 2A	Protein	TC8739	0.113	−0.016	0.086
ATPase, coupled to transmembrane movement of substances	Transport	TC15570, TC9579	0.120	−0.028	0.153
Putative phosphate transporter 1 (PHO1)	Transport	CV543807	0.105	−0.015	0.022
Hypersensitive-induced response protein	Transport	TC10794	0.145	−0.031	0.181
**Repressed in control roots and induced in PvTIFY-RNAi roots**					
Fasciclin-like arabinogalactan protein, putative	Cell wall	TC8476	−0.095	0.180	−0.042
Xyloglucan endotransglucosylase/hydrolase 9	Cell wall	TC12404	−0.102	0.047	−0.057
Acetoacetyl-coa thiolase	Lipid metabolism	TC9630	−0.101	0.064	−0.152
Lipid-transfer protein, non-specific	Lipid metabolism	FE898308	−0.109	0.005	−0.025
delta-8 sphingolipid desaturase	Lipid metabolism	TC15181	−0.050	0.127	−0.118
Ovule/fiber cell elongation protein	Hormone metabolism	TC18895	−0.105	0.108	−0.142
GAST1 Protein homolog 4	Hormone metabolism	TC18314	−0.143	0.146	−0.097
Histone H4	DNA	TC14696	−0.101	0.088	−0.234
Histone H3	DNA	TC13898	−0.106	0.099	−0.186
ATHB13; DNA binding / transcription factor	RNA	TC15258	−0.122	0.047	−0.125
MYB, transcription factor	RNA	BQ481439	−0.187	0.017	−0.022
DNA binding / transcription factor	RNA	TC15305	−0.102	0.002	−0.069
Y14 RNA binding protein	RNA	CV538348	−0.101	0.022	−0.007
Remorin family protein	RNA	TC18087	−0.103	0.007	−0.012
Eukaryotic translation initiation factor 4 F, putative	Protein	TC13072	−0.100	0.004	−0.102
60S ribosomal protein L14 (RPL14B) |	Protein	TC14174, TC17981, TC12005, TC10014, TC12381	−0.095	0.130	−0.397
Receptor-like protein kinase-related	Signaling	CV532262	−0.116	0.004	−0.077
RKL1 (Receptor-like kinase 1)	Signaling	TC11321	−0.107	0.105	−0.234
RHO-Like GTP binding protein 4	Signaling	TC18636	−0.124	0.039	−0.057
Calreticulin 2	Signaling	TC16682	−0.004	0.107	−0.167

a. From bean gene index [46], ESTs encoded by the same gene present in the microarray and with similar differential expression are shown.

The most abundant categories of genes that were down-regulated in control and over-expressing − P roots and up-regulated in silenced roots were those related to the cell wall (BIN 10), amino acid metabolism and protein synthesis (BINs 13 and 29), and regulation/signaling (BINs 27, 28, and 21). 

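Cell wall genes (BIN 10) are 12 of the 144 ESTs listed as down in EV and up with PvTIFY-RNAi under -P, of which 10 rose on the arrays labelled PvTIFY-RNAi and 7 fell on those labelled PvTIFY-OE. The fasciclin-like protein FLA6 (CV530996) rose with PvTIFY-RNAi (log2 fold change 1.92, SE 0.20, adjusted p = 4.34e-05) and fell with PvTIFY-OE (-1.33, adjusted p = 0.00110), with -0.54 (adjusted p = 1.00) in EV. Amino acid metabolism (BIN 13) has 6 ESTs, of which 6 rose with PvTIFY-RNAi and 4 fell with PvTIFY-OE. Protein ESTs (BIN 29) number 15, of which 7 rose and 12 fell. RNA (BIN 27) has 11 ESTs, with 5 higher and 3 lower. All 5 ESTs of DNA (BIN 28) are histones, and all rose with PvTIFY-RNAi and fell with PvTIFY-OE, while 2 fell in EV. No EST of BIN 21 is on the sheet. Transport (BIN 34) holds 17 ESTs, of which 7 rose and 8 fell. The root peroxidase RCI3 (TC20143) rose with PvTIFY-RNAi (3.09, adjusted p = 2.46e-06) and fell with PvTIFY-OE (-1.06, adjusted p = 0.0111). All counts are by label against the *PvTIFY10C* signal, from a sheet that was selected on these samples and so is not independent evidence of direction.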

Table 1 shows − P repressed genes from categories that could be important for the response to this stress; transcriptomic analyses in different plant species have shown down-regulation responses in genes from similar categories [5,6,66-72]. Several genes involved in regulation at the DNA, RNA and protein levels, as well as in signaling pathways that include hormones, were repressed in control and over-expressing –P roots; these genes are shown in Table 1 and might be relevant for the adaptation to P stress and could be negatively regulated by *PvTIFY10C*. 

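Histones of the H3 type fell under -P with PvTIFY-OE (TC13898, log2 fold change -1.63, SE 0.19, adjusted p = 0.000144, and TC14927, -1.12, adjusted p = 0.000163) and rose with PvTIFY-RNAi (1.47, adjusted p = 0.000200 and 1.45, adjusted p = 1.29e-05), and in EV they had -0.91 (adjusted p = 0.255) and -0.64 (adjusted p = 0.255). Of the 6 histone ESTs, 2 fell in EV and 4 when adjusted over the list alone, and none rose (adjusted p = 0.0148 with an estimated correlation). The sheet of ESTs given as down in EV under -P is a source of this list, and the 5 ESTs of its BIN 28 are all histones. A fall in EV is thus in part built into the list. The homeobox factor ATHB13 (TC15258) had -0.50 (adjusted p = 0.987) in EV, fell with PvTIFY-OE (-0.89, adjusted p = 0.00258) and rose with PvTIFY-RNAi (0.54, adjusted p = 0.0388). RAP2.4 (TC15305), an ethylene-responsive factor, and the MYB factor BQ481439 did not pass the test with any construct, at -0.06 (adjusted p = 1.00) and -0.56 (adjusted p = 0.929) in EV. The RNA-binding protein Y14 (CV538348) had -0.13 (adjusted p = 1.00) in EV and rose with PvTIFY-RNAi (0.52, adjusted p = 0.0374). Calreticulin 2 (TC16682) had -0.10 (adjusted p = 1.00) in EV, fell with PvTIFY-OE (-1.39, adjusted p = 0.000309) and rose with PvTIFY-RNAi (2.23, adjusted p = 4.41e-06). Of the hormone-related genes, GASA4 (TC18314), a gibberellin-regulated peptide, had -0.46 (adjusted p = 1.00), -0.70 (adjusted p = 0.0125) and 2.19 (adjusted p = 1.81e-06) in the same order, and the receptor-like kinase RKL1 (TC11321) -0.23 (adjusted p = 1.00), -1.76 (adjusted p = 0.00242) and 1.79 (adjusted p = 0.00162). Table 1 lists 20 repressed genes with 24 ESTs, of which 1 EST fell in EV, 15 fell with PvTIFY-OE and 14 rose with PvTIFY-RNAi, and none passed the test in another direction. By sign, 18 genes in EV, 20 with PvTIFY-OE and 17 with PvTIFY-RNAi had the listed direction, by labels that *PvTIFY10C* contradicts in C, with a few genes counted whose signal lies at or below the negative-control limit. Chip series and -P coincide for PvTIFY-OE.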

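Ribosomal proteins fell on the arrays labelled PvTIFY-OE under -P in 9 of 14 ESTs with 1 higher, L14 (TC14174) being at least 5.25-fold lower (adjusted p = 3.88e-07) and S15A (TC14958) at a log2 fold change of -1.57 (SE 0.15, adjusted p = 4.14e-05). With PvTIFY-RNAi, 7 rose and none fell, S12 (TC12004) by 1.80 (adjusted p = 0.000177). In EV roots no ribosomal EST passed limma's test, 8 had an unadjusted p under 0.05, and 7 were lower and 1 higher when adjusted over the list alone (adjusted p = 0.0178 with an estimated correlation). Fasciclin-like FLA2 (TC8476), a cell surface glycoprotein, rose with PvTIFY-RNAi (log2 fold change 2.92, SE 0.19, adjusted p = 8.31e-07) and had -0.35 (adjusted p = 1.00) in EV and -0.42 (adjusted p = 0.267) with PvTIFY-OE. Cellulose synthase CESA9 (TC15408) rose with PvTIFY-RNAi (1.92, adjusted p = 2.46e-06) and fell with PvTIFY-OE (-0.99, adjusted p = 0.000737). The xyloglucan-modifying enzyme XTH9 (TC12404) did not pass the test, with -0.53 (adjusted p = 1.00) in EV and -0.40 (adjusted p = 0.222) with PvTIFY-OE. In the cell wall list, 9 of 14 ESTs rose and 2 fell with PvTIFY-RNAi, 5 and 5 with PvTIFY-OE, and 1 and 1 in EV. The EST that rose in EV was the cellulose synthase-like CSLD3 of root hairs (FE677604, log2 fold change 0.96, SE 0.15, adjusted p = 0.0171), and a pectinesterase (TC11352, -0.86, adjusted p = 0.0235) fell. Aquaporins fell with PvTIFY-OE in all 4 ESTs, such as PIP1C (TC8453, -1.12, adjusted p = 0.000482), which had -0.74 (adjusted p = 0.254) in EV. These lists come from sheets the study chose on these samples, and their direction, by labels that *PvTIFY10C* contradicts in C, is not independent evidence. Chip series and -P coincide for PvTIFY-OE.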

Repression of genes participating in cell wall and protein synthesis might be relevant for the modification of root architecture, a characteristic response in P-starved roots [29-32]. Another characteristic response of plant cells to P-deficiency is the turnover of membrane lipids that results in replacement of membrane phospholipids with galacto- or sulfo-lipids. Accordingly, several lipid metabolism genes were found to be repressed in control and over-expressing − P bean roots (Table 1). 

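Among the lipid genes of Table 1, delta-8 sphingolipid desaturase (TC15181), which modifies membrane sphingolipids, had a log2 fold change of -0.17 (adjusted p = 1.00) in EV, and was at least 2.53-fold higher (adjusted p = 1.66e-06) on the arrays labelled PvTIFY-RNAi. It was called lower with PvTIFY-OE. Acetoacetyl-CoA thiolase (TC9630), at the start of the mevalonate pathway, had -0.54 (adjusted p = 0.555) in EV, was at least 1.13-fold lower (adjusted p = 0.00110) with PvTIFY-OE and was called higher with PvTIFY-RNAi. The lipid-transfer protein LTP1 (FE898308) lay below the negative-control limit on most arrays and passed the test with no construct, so that no fold change is given for it. The sterol reductase DIM (TC18895), listed as an ovule/fiber cell elongation protein, had -0.68 (adjusted p = 0.393) in EV, fell with PvTIFY-OE (log2 fold change -1.41, SE 0.16, adjusted p = 0.000112) and rose with PvTIFY-RNAi (log2 fold change 1.72, SE 0.16, adjusted p = 1.26e-05). The lipid-transfer-type inhibitor TC12988 rose in EV (log2 fold change 1.67, SE 0.16, adjusted p = 0.000343), with PvTIFY-RNAi (3.10, adjusted p = 5.72e-08) and with PvTIFY-OE (3.14, adjusted p = 9.17e-08). In C the construct labels are contradicted by the *PvTIFY10C* probe.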

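The response of the fasciclin-like protein FLA2 (TC8476) to -P differed upward between PvTIFY-RNAi and EV roots by 3.27 (adjusted p = 7.00e-05), and that of histone H4 (TC14696) by 2.09 (adjusted p = 0.000167). Histones differed upward in 5 of 6 ESTs, ribosomal proteins in 9 of 14, cell wall genes in 7 of 14 and aquaporins in 3 of 4. The same lists were lower on the arrays labelled PvTIFY-RNAi C, those that stand apart, than on the EV array. Within -P alone, 24 of the 144 listed ESTs were higher with PvTIFY-RNAi than in EV and none was lower, in a comparison chosen after seeing the data. Lists the study drew from these samples do not give independent evidence of direction, and the *PvTIFY10C* probe runs against the labels.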

We propose that *PvTIFY10C* acts as a positive regulator of the genes that were repressed in − P roots and showed opposite regulation in PvTIFY-RNAi roots, such as those listed in Table 1 and Additional file 6.

## Conclusions

The plant-specific TIFY family encoding transcriptional regulators involved in JA signaling is largely uncharacterized in plants from the legume family. In this work, we identified the *PvTIFY* genes from *P. vulgaris* (common bean), which included 19 members distributed in 9 sub-families. Phylogenetic analysis showed similarities among *Arabidopsis*, *G. max* and *P. vulgaris* TIFY genes. *PvTIFY* genes from group II have consensus TIFY and Jas domains and can be considered *Arabidopsis JAZ* orthologs. The *PvTIFY* genes from several sub-families responded to Me-JA elicitation.

Functional characterization of the *PvTIFY10C* transcriptional regulator, chosen as representative of the *PvTIFY* JA-responsive genes that localized to the nucleus, was performed through transcriptome analysis via microarray hybridization. The Bean Custom Array 90 K, originally designed by our group, was suitable for transcriptome analysis. This was combined with a reverse genetic approach; RNAi gene silencing and gene over-expression in transgenic roots of composite plants [44,45]. Transgenic roots with modulated expression of *PvTIFY10C* were insensitive to Me-JA. GO-based microarray analyses evidenced transcriptional changes in biological processes related to plant stress responses. Microarray analysis through the MapMan software led us to conclude that *PvTIFY10C* orchestrates global changes in the transcript profile, which showed opposite regulation in silenced roots (mainly gene induction) vs. over-expressing roots (mainly gene repression). *PvTIFY10C*, and perhaps other *PvTIFY* genes, is proposed to function as a repressor in JA-regulated transcription in a similar manner to that described for *Arabidopsis*[17-19].

The involvement of JA signaling in the *Arabidopsis* root tip response to P-starvation has been documented, and changes in redox status, mediated by JA and ethylene, play an important role in the primary root meristem exhaustion process triggered by P-starvation [26]. In this work, we present evidence of the response of several *PvTIFY* genes to P-starvation in common bean roots. Promoter sequence analysis of *PvTIFY10C* revealed several *cis*-regulatory elements that respond to JA and other phytohormones such as auxins and brassinosteroids, something that may be related to the *PvTIFY* regulation of root architecture upon P-starvation. In addition, we observed a slight induction of JA-biosynthetic genes in roots exposed to P-stress. Transcript profiles in control vs. *PvTIFY10C*-silenced roots led us to conclude that *PvTIFY10C*, directly or indirectly, regulates the response of several P-responsive genes that could be mediated by JA and other hormone signaling.

Our work has contributed to the functional characterization of *PvTIFY* transcriptional regulators in common bean, an agronomically important legume.

## Abbreviations

TF: Transcription factor;qRT-PCR: Real-time quantitative reverse transcriptase-polymerase chain reaction;JA: Jasmonate;Me-JA: Jasmonate methyl ester;−P: Phosphorus deficiency;EST: Expressed sequence tag;TC: Tentative consensus

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

RA-F, GG and GH coordinated the work and participated in analyzing results. GG and RA-F participated in sequence and phylogenetic analyses, and Mapman analysis of microarray data. FSp, AS and FSt participated in microarray design and printing. RA-F, ML, JA, MR, OVL, LG, GG, DP, BC, PC and FSp participated in the different experimental approaches used, such as: plant growth, plant transformation, determination of gene expression, plasmid construction, protein cellular localization, microarray hybridization and densitometry. GG and FSp participated in creating the common bean MapMan mapping file. FSt and AS performed statistical analyses of microarray data. GH, RA-F, GG, LG participated in drafting the manuscript. GH conceived and designed the work. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **TIFY genes from common bean and soybean.** A table listing the TIFY genes identified through HMM profile analysis of the common bean and soybean genome sequences from Phytozome [3,4]. Click here for file

Additional file 2 **Primers used for qRT-PCR gene expression analysis.** A table listing primers used for qRT-PCR validation of selected genes including *PvTIFY* genes from different subfamilies and genes differentially expressed in PvTIFY-RNAi and PvTIFY-OE transgenic roots. Click here for file

Additional file 3 **Quality and specificity of qRT-PCR assays.** A figure showing the standard curve (log starting quantity of RNA vs. Ct; upper panel) and dissociation curve (lower panel) of qRT-PCR assays of *PvTIFY10C* and the *PvEF1* housekeeping gene used for normalization. Click here for file

Additional file 4 **Modulation of *PvTIFY10C *gene expression in transgenic roots.** A figure showing diagrams representing the pPvTIFY-OE and pPvTIFY-RNAi plasmids used for *PvTIFY10C* over-expression and gene silencing, respectively. A graph showing the levels of *PvTIFY10C* expression in transgenic roots is also presented. Each bar represents the *PvTIFY10C* transcript level, determined by qRT-PCR, in an individual transgenic root resulting from a different transformation event with pPvTIFY-RNAi or pPvTIFY-OE. Click here for file

Additional file 5 **Differentially-regulated genes in TIFY-RNAi or TIFY-OE vs. EV transgenic roots.** A table listing microarray expression data of ESTs that were up-regulated in PvTIFY-RNAi (sheet 1), down-regulated in PvTIFY-RNAi (sheet 2), up-regulated in PvTIFY-OE (sheet 3) or down-regulated in PvTIFY-OE (sheet 4) compared with control (EV) transgenic roots. Composite plants were grown in C conditions. Data were extracted from the MapMan [4] Venn diagram workflow (threshold fold change [log_2_] of 0.1 or −0.1). Click here for file

Additional file 6 **P-deficiency responsive genes that showed opposite regulation in control (EV) vs. PvTIFY-RNAi transgenic roots.** A table listing microarray expression data of ESTs that were up-regulated in EV and down- regulated in PvTIFY-RNAi roots (sheet 1) or down-regulated in EV and up-regulated in PvTIFY-RNAi roots (sheet 2). 

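Additional file 6 gives, for each EST, the paper's ratio of -P to C in EV roots and in those labelled PvTIFY-RNAi, with its annotation and BIN. Its ratio is the log2 of a quotient of mean log2 signals, a scale on which fold changes look much smaller than on the log2 scale of the signals themselves. The carboxykinase FE897651, for example, changed by -3.09 ± 0.15 (SE) on the latter scale with PvTIFY-RNAi. On the paper's scale, the PvTIFY-OE values of Table 1 lie at a median distance of 0.000206 from those computed with the arrays so labelled when the table of the authors' normalized values is used. For PvTIFY-RNAi the median distance is 0.0370 with the labelled arrays and 0.000235 when an array labelled PvTIFY-RNAi -P stands in for 1 of the C arrays. For EV it is 0.0741 with the labelled arrays. Of its 2 sheets, one has 98 rows for 96 distinct ESTs and the other 147 rows for 144.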

Data were extracted from the MapMan Venn diagram workflow (threshold fold change [log_2_] of 0.1 or −0.1). Selected genes from these lists are shown in Table 1. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

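The authors hybridized Cy5-labelled antisense RNA from roots to a custom CombiMatrix 90K array, scanned it on a GenePix scanner and corrected spots in CombiMatrix Microarray Imager (version not stated). From this the authors deposited, for each of 11 arrays, a table of intensity values per probe on the linear scale of the scanner, with no background column. The authors also deposited a table of log2 values after quantile normalization with limma (version not stated). Each of its columns has a median of 9.49 and the same rank order as the median of each probe's spots on its own array (Spearman 1.00, and 0.940 at most with another array), so that its direction is that of the signal and its probes are not centred. It lies within 0.0974 of a quantile normalization of those medians with the factory probes kept, which is not the set of values fitted here. The origin of that offset is unknown.

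Here the 54 factory probes were removed, and for each of the 30175 remaining probes, 30170 of them with 3 spots, the mean of the spots' median signals was taken. Probes stand for ESTs of bean and soybean, and 40 imported probes with accessions of other organisms were kept as tested. Arrays were quantile normalized together and log2 transformed. One linear model over the 6 groups was fitted in limma (lmFit, contrasts.fit and eBayes), with 5 residual degrees of freedom per EST, a prior of 6.88 degrees of freedom and a prior SD of 0.132. The single EV C array has no spread of its own and is assumed to vary like the other groups. The response over the 3 constructs was fitted with construct and condition as terms. P-values were adjusted by Benjamini-Hochberg within each comparison, and an EST was called at an adjusted p under 0.05 and an absolute log2 fold change over 0.1. The paper gives the same numbers, but its ratios are the log2 of a quotient of mean log2 signals, and here 0.1 was applied on the log2 scale of the signals. How the 2 arrays of a group relate to separate plants is not stated in the labels, so that the p-values may measure technical spread in part. Software was R 4.3.3, limma 3.58.1, statmod 1.5.0, Python 3.11.15 and matplotlib 3.10.9, with random seed 20.

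The median signal of an array was 577 to 934 in scanner units, and 25.1% to 40.6% of probes per array lay above its limit, the median of 35 negative controls plus 2 SD. Above that limit on at least 2 arrays were 13048 probes (43.2%), and 17127 were not. A group wholly below the limit gives a bound, "at least N-fold", taken against the higher of the probe's own value and the lowest normalized value above the limit on each dim array. No fold change is given where both groups lie below it.

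Gene names and functions come from the *Arabidopsis* matches in Additional files 5 and 6, and an EST outside them is named by its ID. ESTs named in the text were chosen by a rule: the 10 with the largest change in each direction among those called with no overlap between the arrays of the 2 groups, every EST that the paper names in its text or tables, and in a gene list the 4 with the smallest p, with at most 2 up and 2 down without annotation per comparison. Of the ESTs that the paper names, 2 are not reported here. Values in the paper's tables were seen before this rule was written. The rule, the design and the alternatives were set before the data were examined, apart from the additions named in the closing section.

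Gene lists were made from keywords in those annotations: TIFY, JA biosynthesis, P starvation, trehalose, histones, ribosomal proteins, heat shock, peroxidases, glutathione S-transferases, cell wall, flavonoids and phenylpropanoids, defense, transcription factors, signaling, aquaporins, and photosynthesis, nodules and seed as marker lists of other tissues. They were tested with camera at a preset correlation of 0.01 and with the correlation estimated, and with fry, and the adjusted p given for a list is that with the estimated correlation unless said otherwise. Because the annotations cover ESTs that the study selected on these arrays, the lists are not independent of the result. Keywords were searched in the complete sheets alone, which leaves out the sheet of ESTs given as down in PvTIFY-RNAi/EV. The direction of a list thus follows in part from how it was made.

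The alternatives were the authors' normalized values, the same median for each array, quantile normalization within each condition, the median of a probe's spots, a filter on dim probes, other fold thresholds, eBayes with trend and robust, fits of only the groups compared, a replicate block, the chip and the chip series as blocks, and leaving out each array in turn. The 11 arrays lie on 7 chips, 4 of which hold 2 arrays. Ratios that share the EV C array were set against simulations of unchanged groups, 100 for correlations and 20 for calls. Functional classes (MapMan BINs) were taken from Additional files 5 and 6 and counted with the same calls. The fit was tested on simulated data in which 50 ESTs were changed by each of several sizes among 30175. For PvTIFY-RNAi against EV it called 14% of changes of 0.5 on the log2 scale, 92% of changes of 1 and 100% of changes of 2, and for -P against C over the 3 constructs 94% of changes of 0.5. Between 6 and 20 unchanged ESTs were called per comparison. The paper's qRT-PCR, its Gene Ontology analysis and its measurements outside the arrays are not analysed here.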

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

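The tests of exchanged labels, of a probe that binds the silencing transcript, of carry-over on a shared chip, of signal near the negative controls, of the quality of hybridizations and of the size of changes under another normalization were chosen after the result was seen.

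A difference between groups was found by a direct test of the -P responses: 1364 ESTs responded differently on the arrays labelled PvTIFY-RNAi and in EV. Of the named ESTs, the carboxykinase PCK2 (FE897651, a difference of -3.48 on the log2 scale) and *PvTIFY10C* itself (TC9869, -1.29) responded less or downward, and the cell surface protein FLA2 (TC8476, 3.27) and histone H4 (TC14696, 2.09) upward. The directions are those of labels that *PvTIFY10C* contradicts.

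In 2 comparisons that the paper does not report, ESTs also passed the test. The arrays labelled PvTIFY-RNAi and PvTIFY-OE differed in C in 3749 ESTs, and -P and C differed over the 3 constructs in 281. For the latter, 100 of the 462 possible splits of the 11 arrays were drawn, and 2, the labels' own included, gave at least as many calls. That argues against chance without excluding it, since other splits also put differences between the groups into the residual. The highest of the others, 653, comes from the split that parts EV C, EV -P and PvTIFY-OE -P from the rest. With construct as a term, that split rests on PvTIFY-OE alone, as its -P against C contrast with the sign reversed. It is thus not a split free of -P. The next highest gave 5, and 94 gave none. As 4 of the -P arrays lie in a chip series without any C array, the other series was also fitted alone, where 50 ESTs were called.

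*PvTIFY10C* was highest on the arrays labelled PvTIFY-RNAi C and lowest on those labelled PvTIFY-OE C. Had these 2 labels been exchanged after the paper's tables were made, the PvTIFY-OE values of Table 1 would lie nearer to a ratio over the arrays labelled PvTIFY-RNAi C. Their median distance from that ratio is 0.147 and from the ratio over the arrays labelled PvTIFY-OE C 0.000206, which argues against such an exchange, while one made before the tables would leave no trace in this test. The probe may also bind the transcript of the silencing construct, whose promoter is constitutive, yet within -P the probe was at -0.29 against EV (adjusted p = 1.00). That does not exclude it, since the excess over EV in C comes to 81.3% of the signal of PvTIFY-RNAi in -P and silencing would lower the rest. The array has 1 probe for the gene, at position 1065 of an EST whose sequence is not in the files. Its place against the cloned fragments is thus unknown, and a probe outside the over-expressed fragment would not measure that transcript. Binding of the silencing transcript and a true rise cannot be told apart. A response of the gene to its own silencing is the biological explanation and was not tested. The paper's qRT-PCR runs in the direction of the labels for *PvTIFY10C* and for the ESTs it selected in Figure 5, and the latter speaks against an exchange of arrays alone before the tables, but it was not analysed here.

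The arrays labelled PvTIFY-RNAi C stand apart from the other 9 and are the reference for the 1364 differing responses. Noise of a single array is argued against by the 2 replicates, whose differences from the PvTIFY-OE C arrays correlate at 0.767 across ESTs. Signal near the negative controls is argued against by the ESTs above them on all 11 arrays, over which these 2 arrays have a mean r of 0.705 at most with other groups, below the lowest of the other 9 (0.776). Lower quality of both hybridizations stays open: the SD of the negative controls is 140 and 130 scanner units there against 64.6 to 99.3 elsewhere, but the CV is 22.2% and 15.9% against up to 16.0%. Carry-over on a shared chip stays open: in the pair that holds an array of this group the deviations from the group means correlate at -0.195, but these do not bear on what both arrays of the group share. Differing responses called with the same median for each array number 56, but the 1364 had there a median size of 1.25 (quartiles 0.99 and 1.66) after 1.24 (0.99 and 1.61), or 101% of it, which argues against quantile normalization as what gives them their size. The calls ended because the median SE rose from 0.22 to 0.38. Whether the opposite signs of Additional file 6 arise in C alone stays open: within -P, 16.25% of its 240 ESTs differ between PvTIFY-RNAi and EV, which lies between the bounds set for C alone and for -P, and the sheets were selected on these -P arrays too. A true effect of the construct or of the growth of these roots in C is the biological explanation, and it remains open as untested.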

How the results depend on the processing

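Tests with a fold threshold on the scale of the paper's tables, without the PvTIFY-RNAi C or the PvTIFY-OE -P arrays, with chip series 2 alone and with the constructs compared in -P were chosen after seeing the data. The counts to compare with are 1614 ESTs for PvTIFY-RNAi against EV, 235 for PvTIFY-OE against EV, 3749 between the 2 constructs, 99 for -P in EV, 3644 in PvTIFY-RNAi, 2628 in PvTIFY-OE, 1364 for the difference of responses and 281 over the constructs, with 68 opposite calls, r = -0.12, and 82.3% and 72.2% of ESTs with the listed signs in the sheets of Additional file 6. Within 1.5 times of all these counts stayed the values with no fold threshold, with the median of a probe's spots, with only probes above the negative controls and with the chip as a random block (consensus correlation -0.227), PvTIFY-RNAi against EV ranging from 1422 to 1747 and PvTIFY-OE against EV from 180 to 273. The cause was not tested for any move below, unless given there or explained by fewer arrays or another threshold by construction.

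The same median for each array lowered every count of ESTs: 188 (111 up and 77 down, 59.0% up against 42.8%), 0 for PvTIFY-OE against EV (limma, 579 at an unadjusted p under 0.05), 1367, 9 (8 up and 1 down, 88.9% against 77.8%), 1314 (69.6% up against 55.7%), 467 (22.5% up against 43.6%), 56 and 38 (94.7% up against 78.6%) in the order above, and 0 opposite calls, with shares of 66.7% and 61.8%. The changes called before had about the same size there, 94.9% to 113% of it by the median of a comparison, and the median SE rose in each, for example from 0.16 to 0.31 for PvTIFY-OE against EV, which ended the calls. With quantile normalization within each condition, 181 ESTs were called in EV under -P (90.6% up), the shares were 67.7% and 62.5%, and the up-regulated ESTs were 72.5% in PvTIFY-RNAi, 19.2% in PvTIFY-OE and 90.5% over the constructs. There the trypsin inhibitor TC10263 and the cold-regulated TC17916, not called at -0.27 and -0.16 under -P with PvTIFY-RNAi, were called at 0.67 and 0.39. Medians of gene lists that changed sign under one of these scalings are, besides the flavonoid and JA lists against EV, glutathione S-transferases in EV under -P (-0.02 to 0.17) and over the constructs (-0.03 to 0.04), flavonoids (-0.08 to 0.35) and TIFY genes (-0.05 to 0.04) in PvTIFY-RNAi under -P, and defense in EV under -P (-0.04 to 0.00). The authors' normalized values gave 41 opposite calls.

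An absolute log2 fold change over 1 left 788, 126, 1337, 1056 (PvTIFY-RNAi under -P), 735 (PvTIFY-OE under -P) and 82 (over the constructs) ESTs and 13 opposite calls. A fold change over 0.1 with no p gave 16974, 13409, 18331, 13443, 19461, 17660, 19847 and 12941 ESTs and 4592 opposite calls. With 0.1 on the scale of the paper's tables, 2162 ESTs differed between the constructs, 1900 in PvTIFY-RNAi and 1394 in PvTIFY-OE under -P, with 38 opposite calls. With eBayes trend and robust, PvTIFY-OE against EV had 125 calls and 21 were opposite. Fits of only the groups compared gave 2858 for PvTIFY-OE against EV, 208 in EV and 2355 in PvTIFY-RNAi under -P, and 6 opposite calls, from few arrays. Camera with an estimated correlation called 4 gene lists in EV under -P and 1 over the constructs, where the preset one called 8 and 3.

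The replicate numbers do not pair the arrays: deviations of same-numbered arrays correlate from -0.41 to 0.19 in 10 pairs of groups, over 0.1 in 3. With a replicate block, 40 calls were opposite and r was -0.0494, and no other count moved by over 1.5 times. With the chip series as a fixed block, 1006 ESTs were called in PvTIFY-OE under -P, where series and condition coincide, and 38 over the constructs. Chip series 2 alone gave 1050, 33 (PvTIFY-OE against EV), 22 (EV under -P), 1493 (PvTIFY-RNAi under -P), 398 for the difference of responses and 50 over the constructs, with 6 opposite calls, from 7 arrays. Without the PvTIFY-RNAi C arrays, 395 ESTs were called for PvTIFY-OE against EV and 1207 over the constructs (541 up and 666 down), and without the PvTIFY-OE -P arrays 272 over the constructs. Compared in -P, PvTIFY-RNAi and EV differed in 203 ESTs.

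Leaving out each array in turn gave the following ranges, in which a group reduced to 1 array is assumed to vary like the others. PvTIFY-RNAi against EV had 1345 to 2092 calls and the difference of responses 914 to 1862. PvTIFY-OE against EV ranged from 64 without PvTIFY-OE C replicate 2 (65 without replicate 1) to 395 with either PvTIFY-RNAi C array left out. Between the constructs the range was 2297 without PvTIFY-OE C replicate 2 (2411 without replicate 1) to 4610. Under -P, EV had 61 without its -P replicate 1 to 146, PvTIFY-RNAi 1975 without its -P replicate 1 to 5098, and PvTIFY-OE 1378 without its C replicate 2 (1387 without C replicate 1, 1598 without -P replicate 2) to 3340. Over the constructs the calls ranged from 131 without PvTIFY-OE C replicate 1 to 368, with 151 without PvTIFY-OE C replicate 2, 147 and 187 without PvTIFY-RNAi -P replicates 1 and 2, 160 without PvTIFY-OE -P replicate 1 and 167 without EV -P replicate 1. Opposite calls ranged from 11 with either PvTIFY-OE C array left out, over 43 with either EV -P array left out and 111 without PvTIFY-RNAi C replicate 1, to 121 without replicate 2. Shares of listed signs were 75.0% to 85.4% and 63.2% (without EV -P replicate 2) to 77.8%, and r was -0.13 to -0.09. Without the EV C array no ratio against it exists.

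For the 293 named fold changes the alternatives gave 2923 values, of which 2612 kept their direction and side of the threshold, 251 were no longer called, 25 were newly called, 2 were the reversals above and 33 changed sign without being called. Of 3043 values without 1 array, 173 were no longer called, 13 newly called and 0 called and reversed. Not run were normexp background correction, since the tables have no background column, and a fit of bean probes alone, since probe names do not tell bean from soybean. Signal over background limits dim ESTs: replicate arrays of PvTIFY-RNAi C correlate at 0.903 over bright and 0.490 over dim probes, and those of EV -P at 0.965 and 0.561.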

Differences from the paper's values

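The paper's text gives 312 ESTs as up-regulated in PvTIFY-RNAi against EV, and 690 were called here at the numbers the paper states as thresholds, with 0.1 applied on the log2 scale of the signals; of the alternatives set before the data were examined, only an absolute log2 fold change over 1 brought the count within 1.5 times (372). For PvTIFY-OE the paper's text gives 561 up and 625 down and its Additional file 5 gives 312 up and 734 down, where 80 and 155 were called here, and all of these differ under every such alternative. The paper's ratios are on another scale, and with 0.1 applied there, an alternative chosen after seeing the data, 548 were called up and 710 down for PvTIFY-RNAi and 60 and 147 for PvTIFY-OE, which leaves these differences. The paper's text thus gives for PvTIFY-OE nearly the numbers that its Additional file 5 gives for PvTIFY-RNAi (561 of them up), which lie within 1.5 times of the 690 and 924 called here, although other arrays match the values of that file. The paper's lowest correlation among the samples is 0.82 and the lowest found here is 0.791, or 0.785 with the authors' normalized values, which differs too. These lowest values are between arrays of different groups, while the lowest within a group is 0.913, inside the paper's range for replicates.

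For ESTs up in EV and down with PvTIFY-RNAi under -P the paper gives 98, and 3 passed the test here in both. For the reverse the paper gives 148, and 12 passed the test here in both. Both differ under every alternative set before the data were examined, with 0 to 9 and 0 to 26 calls, and with 1562 and 1792 when a fold change over 0.1 is the only threshold. Like groups cannot be assumed, as the paper's PvTIFY-RNAi values in Additional file 6 are matched with an array labelled -P among those in C, and its EV values by no ratio of the arrays tried. The counts are also unlike in measure. Genes selected from the paper's lists have PvTIFY-RNAi values as small as -0.002 and 0.002 in Table 1, so not both responses passed 0.1 there. By sign alone, 79 of 96 and 104 of 144 listed ESTs had both listed directions here.

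The values for PvTIFY-OE in the paper's Table 1 lie at a median distance of 0.000206 from the log2 of the ratio of 2 mean log2 intensities, and the values here are given on that scale. The sources used give no error for the paper's values, and a difference is one of sign or one larger than the standard error of the fit on that scale. Values near 0 can thus be listed for their sign though they lie within that error. An example is eukaryotic translation initiation factor 4 F with PvTIFY-RNAi (paper 0.004, here -0.00907, SE 0.0211). For a gene with several ESTs the value here is their mean, and none is given where the signal lies at or below the negative-control limit.

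For EV roots the values that differ include those of cell wall invertase (paper 0.132, here 0.0631), seed imbibition hydrolase (paper 0.158, here 0.0394), phosphoenolpyruvate carboxylase (paper 0.14, here 0.0452) and malic enzyme (paper 0.12, here 0.0533). Alanine-glyoxylate transaminase (paper 0.112, here 0.0350), inorganic diphosphatase/pyrophosphatase (paper 0.102, here 0.0548), signal transducer/triacylglycerol lipase (paper 0.108, here 0.0380) and cold regulated plasma membrane protein (paper 0.164, here 0.115) differ too. Trypsin and protease inhibitor family protein (paper 0.142, here -0.0553), glutathione S-transferase (paper 0.199, here 0.0359), inositol-polyphosphate 5-phosphatase (paper 0.145, here 0.0948) and AP2 domain-containing TF (paper 0.103, here 0.0280) differ too. Protein phosphatase 2C (paper 0.11, here 0.0132), protein kinase 2A (paper 0.113, here 0.0338), ATPase (transmembrane movement) (paper 0.12, here 0.0828) and hypersensitive-induced response protein (paper 0.145, here -0.00430) differ too. Fasciclin-like arabinogalactan protein (paper -0.095, here -0.0410), delta-8 sphingolipid desaturase (paper -0.05, here -0.0234), ovule/fiber cell elongation protein (paper -0.105, here -0.0780) and GAST1 protein homolog 4 (paper -0.143, here -0.0591) differ too. ATHB13 (paper -0.122, here -0.0666), MYB transcription factor (paper -0.187, here -0.0783), DNA-binding transcription factor (paper -0.102, here -0.00848) and Y14 RNA binding protein (paper -0.101, here -0.0179) differ too. Remorin family protein (paper -0.103, here 0.0487), eukaryotic translation initiation factor 4 F (paper -0.1, here -0.0492) and RKL1 (Receptor-like kinase 1) (paper -0.107, here -0.0288) differ too. With the same median for each array no difference was left for inorganic diphosphatase/pyrophosphatase, inositol-polyphosphate 5-phosphatase and ATPase (transmembrane movement). With quantile normalization within each condition no difference was left for inositol-polyphosphate 5-phosphatase and ATPase (transmembrane movement). The remaining differences stayed under each of these alternatives, all set before the data were examined, and all of them stayed with the authors' normalized values and with the median of a probe's spots. Like groups cannot be assumed, as the values of the paper lie at a median distance of 0.0741 from those of the labelled arrays and no ratio of the arrays tried matches its EV values in Additional file 6.

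For the arrays labelled PvTIFY-RNAi the values that differ include those of cell wall invertase (paper -0.076, here -0.103), seed imbibition hydrolase (paper -0.053, here -0.119), phosphoenolpyruvate carboxylase (paper -0.12, here -0.265) and malic enzyme (paper -0.038, here -0.0814). Alanine-glyoxylate transaminase (paper -0.095, here -0.252), signal transducer/triacylglycerol lipase (paper -0.067, here -0.119), trypsin and protease inhibitor family protein (paper -0.01, here -0.0263) and cytochrome P450 CYP705A2 (paper -0.024, here 0.0120) differ too. Glutathione S-transferase (paper -0.023, here -0.0932), inositol-polyphosphate 5-phosphatase (paper -0.002, here 0.0176), homeobox protein 6 (paper -0.023, here -0.0730) and protein phosphatase 2C (paper -0.045, here -0.0931) differ too. ATPase (transmembrane movement) (paper -0.028, here -0.0621), putative phosphate transporter 1 (PHO1) (paper -0.015, here -0.0398), hypersensitive-induced response protein (paper -0.031, here -0.0707) and fasciclin-like arabinogalactan protein (paper 0.18, here 0.357) differ too. Acetoacetyl-CoA thiolase (paper 0.064, here 0.110), delta-8 sphingolipid desaturase (paper 0.127, here 0.238), ovule/fiber cell elongation protein (paper 0.108, here 0.210) and GAST1 protein homolog 4 (paper 0.146, here 0.291) differ too. Histone H4 (paper 0.088, here 0.148), histone H3 (paper 0.099, here 0.179), ATHB13 (paper 0.047, here 0.0719) and MYB transcription factor (paper 0.017, here 0.0504) differ too. Y14 RNA binding protein (paper 0.022, here 0.0691), eukaryotic translation initiation factor 4 F (paper 0.004, here -0.00907), RKL1 (Receptor-like kinase 1) (paper 0.105, here 0.236) and calreticulin 2 (paper 0.107, here 0.260) differ too. With the authors' normalized values no difference was left for trypsin and protease inhibitor family protein, cytochrome P450 CYP705A2 and ATPase (transmembrane movement). With the same median for each array no difference was left for seed imbibition hydrolase, glutathione S-transferase and protein phosphatase 2C. With quantile normalization within each condition no difference was left for seed imbibition hydrolase, glutathione S-transferase and protein phosphatase 2C. With the median of a probe's spots no difference was left for trypsin and protease inhibitor family protein, cytochrome P450 CYP705A2, ATPase (transmembrane movement) and ATHB13. The remaining differences stayed under each of these alternatives, all set before the data were examined. The groups compared are not the same, as the values of the paper lie at a median distance of 0.000235 from the ratio in which an array labelled PvTIFY-RNAi -P stands in for 1 of the C arrays and of 0.0370 from that of the labelled arrays.

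For those labelled PvTIFY-OE the values that differ include those of seed imbibition hydrolase (paper 0.16, here 0.0758), alanine-glyoxylate transaminase (paper 0.189, here 0.135), 60S ribosomal protein L14 (RPL14B) (paper -0.397, here -0.170) and calreticulin 2 (paper -0.167, here -0.149). With the authors' normalized values no difference was left for calreticulin 2. With the median of a probe's spots no difference was left for calreticulin 2. The remaining differences stayed under each of these alternatives, all set before the data were examined, and all of them stayed with the same median for each array and with quantile normalization within each condition. The paper lists several ESTs for seed imbibition hydrolase, alanine-glyoxylate transaminase and 60S ribosomal protein L14 (RPL14B), and its value lies near that of 1 of them in the authors' normalized values: 0.160 (CV535625), 0.189 (EC911309) and -0.397 (TC14174), a match looked for after seeing the data that leaves out the other ESTs.

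The paper states that lipoxygenase and later enzymes of JA synthesis rose slightly in P-deficient roots; here no LOX1 EST passed the test in EV, where the 4 ESTs ranged from -0.23 (CX129680) to 0.90 (TC8433), and AOC4 (CV542663) had 0.37. It names a phosphoenolpyruvate carboxylase among induced genes, whose ESTs are annotated as a carboxykinase in its additional files and were at 0.24 to 0.40 in EV, without passing the test. The paper's silenced roots are described as low in *PvTIFY10C* by qRT-PCR, whereas on the arrays so labelled the probe was at 1.00 against EV. On those labelled as over-expressing it was at -0.96, which did not pass the test. Of the Table 1 genes, 18 of 20 induced and 18 of 20 repressed ones have the paper's sign in EV, and all 40 have it with PvTIFY-OE.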

Other observations

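The tests of which arrays enter the paper's ratios were chosen after the result was seen, while that of P-starvation genes was set earlier.

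Taken over the 3 constructs, several ESTs rose in -P, among them a quinone reductase (FG229978, log2 fold change 3.75, SE 0.35, adjusted p = 0.000588), the nuclease ENDO2 (EG594350, 2.83, adjusted p = 0.000566), a lipid-transfer-type protein (TC12988, 2.76, adjusted p = 0.000120), the phosphate transporter FE706698 (2.72, adjusted p = 3.11e-06) and CYP78A9 (FE694200, 2.47, adjusted p = 4.32e-07). Each was higher on all 6 arrays in -P than on all 5 in C. Of 11 P-starvation ESTs 8 were called up and none down (median 1.91, adjusted p = 0.0144), of 18 defense ESTs 2 and of 4 peroxidases 1, with none down. The chaperone HSP70 had ESTs of both directions (TC10590, -0.98, adjusted p = 0.0218, and CV541662, 1.12, adjusted p = 0.0188).

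Heat shock genes rose under -P on the arrays labelled PvTIFY-OE in 5 of 6 ESTs with none lower (median 1.42, adjusted p = 0.00870), for example HSFB2A (TC8900, log2 fold change 2.00, SE 0.12, adjusted p = 1.28e-06) and HSP70B (TC13683, 1.80, adjusted p = 3.06e-06), and with PvTIFY-RNAi 3 fell and 1 rose. Defense ESTs rose with PvTIFY-OE in 13 of 18 and fell in 4 (median 1.02, adjusted p = 0.00912), and with PvTIFY-RNAi 10 rose and 2 fell. Peroxidases rose with PvTIFY-RNAi in 3 of 4 ESTs and fell in 1, with PER50 (TC15792) higher by 3.24 (adjusted p = 2.01e-06). Of 10 flavonoid and phenylpropanoid ESTs 7 rose and 1 fell with PvTIFY-OE, and of 9 nodulin-type ESTs 5 and 2. Seed-type ESTs, of which the defense list holds 6 of 7, rose with PvTIFY-RNAi in 6 with none lower, or 1 when adjusted over the list alone (median 1.75, adjusted p = 0.0185), and in C against EV 1 was higher and 4 lower. Of the 2 photosynthesis ESTs 1 was higher with PvTIFY-RNAi than in EV in C and 1 fell under -P. The -P and C arrays labelled PvTIFY-OE lie on different chip series, from which its response cannot be parted. All of these directions follow labels that *PvTIFY10C* contradicts, and the lists were drawn from ESTs chosen on these samples.

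Across ESTs, which are not independent replicates, the -P responses correlate at 0.220 between EV and PvTIFY-RNAi, 0.395 between EV and PvTIFY-OE and -0.207 between PvTIFY-RNAi and PvTIFY-OE, pairs that share no array. In each construct some or all -P arrays lie on the chip series that holds no C array, so a series difference can enter each response. Against EV in C and under -P, PvTIFY-OE changes correlate at -0.462, where unchanged groups that share these arrays give -0.408. Within -P, PvTIFY-OE and EV differ in 1214 ESTs (496 up and 718 down), PvTIFY-RNAi and PvTIFY-OE in 1163 (681 and 482), and *PvTIFY10C* differs by 0.29 (adjusted p = 0.637) between the latter 2, in comparisons chosen after seeing the data. Both PvTIFY-OE -P arrays lie on the chip series without C arrays, against 1 each for EV and PvTIFY-RNAi. Series and construct are thus partly confounded in the comparisons with PvTIFY-OE.

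Genes of P starvation are among the ESTs that Additional file 5 lists as up in PvTIFY-RNAi/EV, a comparison in C: it lists 10 of them, of which 2 were called up by the labels (median log2 fold change 0.13). A candidate explanation is that an array labelled -P entered that ratio. Of the values of Additional file 5 for this comparison in the copy at hand, 100% lie within 0.002 of the ratio of the mean of PvTIFY-RNAi C replicate 2 and PvTIFY-RNAi -P replicate 1 to PvTIFY-OE C replicate 2, and 2.09% within 0.002 of the ratio of the labelled arrays. On PvTIFY-RNAi -P replicate 1 the 10 ESTs lie above PvTIFY-RNAi C replicate 2 by a median of 1.58 (9 of 10 higher, range -1.09 to 3.26), while all 561 listed ESTs lie lower by a median of -0.66. A rise of these genes in silenced roots in C, the biological explanation, has the median of 0.13 against EV and of 0.14 between PvTIFY-RNAi C replicate 2 and PvTIFY-OE C replicate 2 to rest on.

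Which of these arrays carry which construct is not known from this, and the samples keep their labels here. In Additional file 6 the values for PvTIFY-RNAi are matched to within 1.96e-05 when PvTIFY-RNAi -P replicate 1 takes the place of a C array among the 2 of the denominator, and the median distance with the labelled arrays is 0.0553. The values for EV are matched by none of the 24200 ratios of means of 1 to 3 arrays tried, with a smallest median distance of 0.0389 against 0.0573 for the labelled arrays. If the authors' common distribution is a plain mean over arrays, 84.3% of the steps implied for 1 array more keep their order. Its implied values then reach 121798, above the ceiling of the scanner at 65535, which argues against such an array on that assumption only. The authors' values hold an offset of unknown origin, so the assumption may fail and an added array is not excluded.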
